# MORC2 regulates RBM39-mediated CDK5RAP2 alternative splicing to promote EMT and metastasis in colon cancer

**DOI:** 10.1038/s41419-024-06908-y

**Published:** 2024-07-24

**Authors:** Yuxin He, Yangguang Shao, Zhihui Zhou, Tingting Li, Yunling Gao, Xue Liu, Gang Yuan, Gaoxiang Yang, Lili Zhang, Feng Li

**Keywords:** Epithelial-mesenchymal transition, Metastasis

## Abstract

Colorectal carcinogenesis and progression are associated with aberrant alternative splicing, yet its molecular mechanisms remain largely unexplored. Here, we find that Microrchidia family CW-type zinc finger 2 (MORC2) binds to RRM1 domain of RNA binding motif protein 39 (RBM39), and RBM39 interacts with site 1 of pre-CDK5RAP2 exon 32 via its UHM domain, resulting in a splicing switch of cyclin-dependent kinase 5 regulatory subunit associated protein 2 (CDK5RAP2) L to CDK5RAP2 S. CDK5RAP2 S promotes invasion of colorectal cancer cells in vitro and metastasis in vivo. Mechanistically, CDK5RAP2 S specifically recruits the PHD finger protein 8 to promote *Slug* transcription by removing repressive histone marks at the *Slug* promoter. Moreover, CDK5RAP2 S, but not CDK5RAP2 L, is essential for the promotion of epithelial-mesenchymal transition induced by MORC2 or RBM39. Importantly, high protein levels of MORC2, RBM39 and Slug are strongly associated with metastasis and poor clinical outcomes of colorectal cancer patients. Taken together, our findings uncover a novel mechanism by which MORC2 promotes colorectal cancer metastasis, through RBM39-mediated pre-CDK5RAP2 alternative splicing and highlight the MORC2/RBM39/CDK5RAP2 axis as a potential therapeutic target for colorectal cancer.

## Introduction

Colorectal cancer (CRC) is the third most diagnosed malignant disease and a major leading cause of cancer-related deaths in the world. In addition to gene mutations, aberrant pre-mRNA splicing becomes another major event that reflects the abnormalities of colorectal cancer cells [1]. Splicing factor-mediated alternative splicing (AS) has been demonstrated to be closely associated with colorectal cancer progression [2, 3]. For instance, SRSF6 regulates aberrant splicing of ZO-1 by directly binding to a motif in exon 23 of ZO-1, thereby promoting colorectal cancer progression [4]. Consequently, further investigation of alternative splicing events involved in the development and progression of colorectal cancer and their corresponding pathological features could contribute to the development of biomarkers and therapeutic targets for colorectal cancer.

Microrchidia family CW-type zinc finger 2 (MORC2) is a member of the highly conserved MORC family protein. It plays an important role in epigenetic gene silencing, DNA repair, lipogenesis and glucose metabolism [5–11]. MORC2 is found to be up-regulated in multiple cancers, including breast cancer, gastric cancer, colorectal cancer and liver cancer. It promotes the growth, migration, invasion and metastasis of cancer cells [9, 12–19]. However, the effect and mechanism of MORC2 on alternative splicing in colon cancer are not understood.

RNA binding motif protein 39 (RBM39) is an RNA-binding protein involved in transcriptional co-regulation and alternative splicing of pre-mRNAs [20, 21]. Several transcriptomic studies have also shown that RBM39 regulates alternative splicing of a variety of genes, such as genes related to the cell cycle [22–26]. RBM39-mediated alternative splicing is also involved in the carcinogenesis and progression of multiple cancers, including acute myeloid leukemia (AML), breast cancer, colorectal cancer and lung cancer [20, 21, 25, 27–29]. Indisulam (E7070), an anticancer sulfonamide, selectively recruits RBM39 to the CUL4-DCAF15 E3 ubiquitin ligase for proteasomal degradation and has good efficacy against neuroblastoma in mouse models [30]. However, whether MORC2 regulates RBM39-mediated alternative splicing in colon cancer is not known.

Cyclin-dependent kinase 5 regulatory subunit associated protein 2 (CDK5RAP2) is a pericentriolar matrix (PCM) protein that regulates centriole engagement and centrosome cohesion during the cell cycle. CDK5RAP2 organizes several PCM components, including pericentrin (PCNT) [31]. PCNT-CDK5RAP2 becomes essential for mitotic spindle formation when centrioles are absent [32]. CDK5RAP2 is involved in a variety of biological functions, including mitosis [33–37], cellular senescence [38–40], and transcriptional regulation [41, 42]. CDK5RAP2 is associated with several cancers, including breast cancer [43], oral squamous cell carcinoma [44] and haematological malignancies [45]. It has been found that there is a novel alternatively spliced variant form of CDK5RAP2, CDK5RAP2 S, which lacks exon 32 [46, 47]. However, the role and mechanism of CDK5RAP2 S in colorectal cancer remain elusive.

In this study, we identified a novel mechanism for MORC2 to promote CRC metastasis by manipulating the RBM39-mediated CDK5RAP2 splice isoform switch and epithelial-mesenchymal transition (EMT). In colorectal cancer, MORC2 binds to RBM39 to promote alternative splicing of pre-CDK5RAP2, converting CDK5RAP2 L into a variant CDK5RAP2 S. CDK5RAP2 S promotes invasion and metastasis of colon cancer cells in vitro and in vivo. These findings provide novel mechanistic insights into the role of MORC2 in promoting colorectal cancer metastasis and highlight the MORC2/RBM39/CDK5RAP2 axis as a potential therapeutic target for colorectal cancer.

## Results

### MORC2 directly interacts with RBM39

To further investigate the mechanism of MORC2 in the development of colorectal cancer, we used immunoprecipitation combined with mass spectrometry to identify proteins that interacted with MORC2. The analysis revealed 356 proteins that specifically bound to MORC2 (Fig. 1A, B). KOG analysis found MORC2 ranked first in relation to RNA processing and modification (Supplementary Fig. S1A). GO analysis further suggested that MORC2 participated in alternative splicing (Supplementary Fig. S1B). We ranked splicing factors that bind to MORC2 and selected RBM39 (Supplementary Fig. S1C), an RNA-binding protein that promoted the survival of colorectal cancer cells by regulating the splicing of various genes [20, 21, 27]. Co-IP experiments validated the interaction between endogenous MORC2 and RBM39 in SW480 cells (Fig. 1C). We also found that knockdown of MORC2 down-regulated RBM39 expression, suggesting that MORC2 promoted RBM39 expression (Supplementary Fig. S1D–G). Furthermore, using GST pull-down assays, we found that in vitro translated MORC2 bound GST-RBM39 directly (Fig. 1D). Our results further showed that MORC2 and RBM39 mainly localized in the nucleus and bound in the nucleus (Fig. 1E, F). RBM39 contains one RS domain, two canonical RRM domains (RRM1 and RRM2) and one non-canonical RRM domain, which is commonly known as the U2AF homology motif (UHM) (Fig. 1G) [21]. Further IP experiments showed that the deletion of the RRM1 domain in RBM39 reduced its interaction with MORC2, indicating that RBM39 interacts with MORC2 via the RRM1 domain of RBM39 (Fig. 1H). GEPIA database analysis showed high MORC2 and RBM39 mRNA expression in colon adenocarcinoma tissues (Fig. 1I). Patients with high MORC2 or RBM39 expression had a shorter overall survival (Fig. 1J). Importantly, MORC2 was positively correlated with RBM39 expression in colon cancer (Fig. 1K). Taken together, these data indicate the direct interaction between MORC2 and RBM39 in the nucleus of colon cancer cells.

**Fig. 1:**
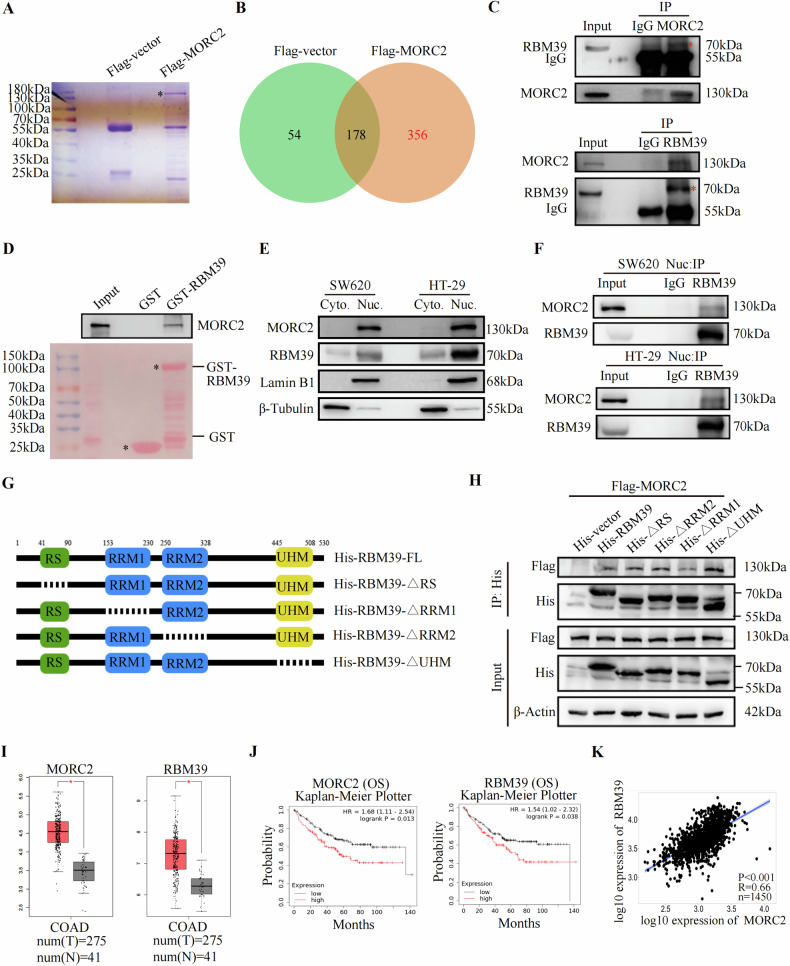
MORC2 directly interacts with RBM39 in colon cancer cells. **A** Lysates of HCT116 cells stably transfected with Flag or Flag-MORC2 were immunoprecipitated with anti-Flag antibody, followed by SDS-PAGE, coomassie brilliant blue staining and mass spectrum analysis (MS). **B** Venn diagram showed 356 proteins that specifically interact with Flag-MORC2. **C** Cell lysates were immunoprecipitated with the indicated antibody or IgG. Precipitates were analyzed by western blotting using the indicated antibodies. Red stars indicate RBM39 protein. **D** For GST pull-down assay, GST or GST-RBM39 fusion protein was incubated with Flag-MORC2 translated in vitro. Bound proteins were detected with western blotting. The lower figure shows Ponceau red staining. Black stars indicate GST and GST-RBM39 protein. **E** Nuclear (Nuc.) and cytoplasmic (Cyto.) fractions were isolated from SW620 or HT-29 cells. The expression of MORC2 and RBM39 was detected by western blot analysis. Lamin B1 and β-Tubulin served as positive controls for nuclei or cytoplasm proteins, respectively. **F** The nuclear proteins of SW620 or HT-29 cells were further subjected to immunoprecipitation with IgG or RBM39 antibodies, followed by blotting with MORC2 and RBM39 antibodies, respectively. **G** Diagrammatic representation of the full-length (His-RBM39-FL) and four domain-deleted His-tagged RBM39 plasmids (His-RBM39-ΔRS, His-RBM39-ΔRRM1, His-RBM39-ΔRRM2 and His-RBM39-ΔUHM). **H** His-vector, His-full-length and four domain-deleted RBM39 plasmids were transfected into HCT116 cells. Cell lysates were immunoprecipitated with His antibody. Precipitates were analyzed by western blotting using the indicated antibodies. **I** Box plots show MORC2 and RBM39 expression in colon adenocarcinoma tissues (T) and adjacent non-cancerous tissues (N) from the GEPIA database (http://gepia.cancer-pku.cn/). Red indicates colon adenocarcinoma tissues, and gray indicates adjacent non-cancerous tissues, *P < 0.05. **J** Relationship between MORC2 or RBM39 expression and the overall survival of colon cancer patients obtained from Kaplan-Meier Plotter database (https://kmplot.com/analysis/). **K** Correlation between MORC2 and RBM39 expression from TNMplot database (https://tnmplot.com/analysis/).

### Alternative splicing of pre-CDK5RAP2 is regulated by both RBM39 and MORC2

As a crucial splicing factor, RBM39 regulates the alternative splicing of pre-mRNA. Therefore, we first performed RNA-seq to reveal RBM39-regulated AS events (Supplementary Fig. S2A). 

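SW480 cells, an established line from a human colorectal adenocarcinoma, were used for RNA immunoprecipitation sequencing (RIP-seq), which identifies the RNA that is pulled down together with a protein. RNA precipitated with an antibody against RBM39 gave 1 IP library, and RNA of the same cell line without immunoprecipitation gave 1 Input library. An IgG library was not analysed here. The authors' deposited table gives a value in RPKM (reads per kilobase of gene and scaled to the size of the library) for each gene in each library, and their log2 fold change, p-value and FDR for IP against Input. It lists 2242 genes, the number that the authors called as bound by RBM39, so a gene outside the table was either not called or not measured. Whole reads per gene were recovered from the RPKM values and the authors' log2 fold change. All 2242 genes came out whole in both libraries, within 0.0001 of a read. The library totals, for which the authors' mean log2 level gave a first guess, came out at 4763867 reads for Input and 5837673 reads for IP. The listed genes held 291732 Input reads, or 6.12% of that library, and 841139 IP reads, or 14.4%. The median listed gene had 40.5 reads in Input and 122 reads in IP. FastQC, Trimmomatic and the build GRCh38 are named in the submitters' processing notes. The aligner, the counting tool, the gene annotation and the strand setting are not given in the sources used here. In canonical transcripts, exons of 522 listed genes overlapped exons of a gene on the opposite strand. The reads of such pairs cannot be told apart where strand was not used. Other transcripts, and listed genes without a match in the annotation used here, were not checked for such overlap. For each gene the IP over Input ratio of RPKM was computed, with a 95% exact (Clopper-Pearson) interval from the recovered reads. With 1 library per group these ratios have no replicate check, and the intervals cover counting error only. The intervals also make no allowance for the fact that the listed genes were chosen by their ratio. Whether PCR copies were removed from the RIP-seq reads is not given in the sources used here.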

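Among the RNAs listed as bound by RBM39 were transcripts of splicing factors, chromatin regulators and early-response transcription factors. Of 8 genes whose proteins are known partners of RBM39, 4 were listed. JUN, the AP-1 subunit for which RBM39 acts as a coactivator, had 3.98 times its Input level in the IP (95% exact interval 3.64 to 4.37). SF3B1, a component of the U2 snRNP that recognizes the branch site, had a ratio of 3.17 (2.98 to 3.37). PUF60, which contains a UHM domain like RBM39, had a ratio of 2.70 (2.25 to 3.25), and U2AF2, the large subunit of the 3′ splice site factor U2AF, had a ratio of 2.01 (1.78 to 2.27). Of 20 genes of the U2 snRNP and its helpers, 6 were listed, with CHERP at 2.99 (2.54 to 3.54), SF3B2 at 2.14 (1.99 to 2.31) and SF3A1 at 2.03 (1.83 to 2.26) besides SF3B1, PUF60 and U2AF2. The hnRNP genes had 3 of 24 members listed. These were PCBP1 at 2.30 (2.06 to 2.57), HNRNPUL1 at 2.20 (2.07 to 2.35) and HNRNPUL2 at 2.01 (1.83 to 2.20). None of 14 SR protein genes and none of 9 genes of CLK and DYRK kinases, which phosphorylate SR proteins, was listed. Of 23 immediate-early genes, 10 were listed, at ratios from 2.06 to 4.44. JUND had a ratio of 4.44 (3.87 to 5.12), JUNB of 3.38 (2.63 to 4.39) and MYC of 3.06 (2.93 to 3.20). Of 20 Wnt target genes, which are active in colorectal cancer cells, 4 were listed. SP5 had a ratio of 3.20 (2.94 to 3.49), SOX9 of 2.96 (2.76 to 3.18) and AXIN2 of 2.02 (1.88 to 2.17), and MYC belongs to both groups. Chromatin modifiers had 25 of 49 genes listed, with a median ratio of 2.25 and a highest of 2.66. The histone methyltransferase gene SETD1B had a ratio of 2.66 (2.23 to 3.17), EHMT2 of 2.58 (2.15 to 3.12) and the SWI/SNF subunit gene ARID1A of 2.53 (2.31 to 2.78). Mitosis genes had 5 of 30 members listed, among them the proliferation marker MKI67 at 2.88 (2.71 to 3.06), the kinetochore gene CENPF at 2.52 (2.40 to 2.64), PLK1 at 2.38 (1.99 to 2.85) and TOP2A at 2.07 (1.94 to 2.20). Centrosome genes had 3 of 42 members listed. ODF2, a centriolar appendage gene, had a ratio of 2.09 (1.83 to 2.40). Transcripts of RBM39 itself had a ratio of 2.06 (1.94 to 2.20) and those of MORC2 of 2.13 (1.79 to 2.54). The paper ranks by intensity the top 20 proteins that it labels as splicing factors bound to MORC2. Of these 20, 3 were listed, namely RBM39, U2AF2 and CAD at 2.22 (1.93 to 2.56). The epithelial-mesenchymal transition genes that the paper measured had 0 of 7 members listed. These counts state membership in the authors' list and were not tested for enrichment, because genes that were not called are not in the table. For scale, the authors' FDR values correspond to 18977 genes tested, of which 2242 were listed. The groups were not compared with that share, since it is not known which of their members were tested. The gene groups, the 2-fold line and the rule for naming genes were set before the data were examined.

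**Figure D1:**
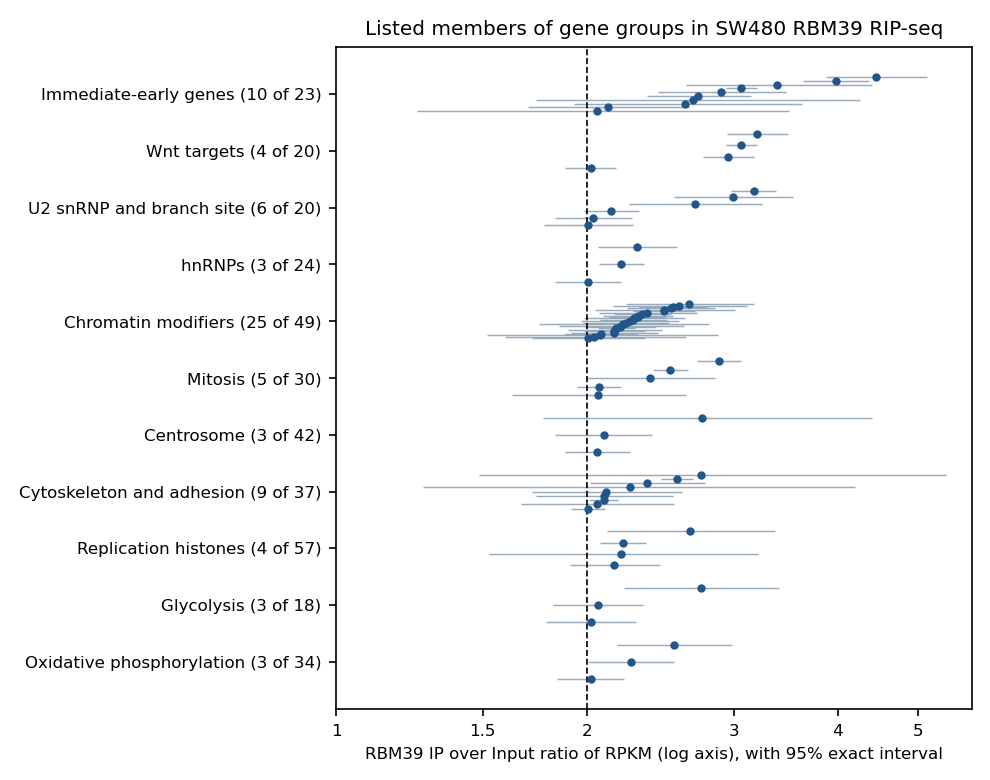
IP over Input ratio of RPKM on a log axis for listed members of the gene groups shown, 1 point per gene, with 95% exact intervals from the recovered reads and a dashed line at 2. Labels give the members listed of those in each group. Immediate-early genes reach a ratio of 4.44, whereas hnRNP genes lie between 2.01 and 2.30.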

Next, we performed RIP-seq to identify RBM39-associated transcriptome (Supplementary Fig. S2B). Considering that most splicing events were SEs (skipped exons, Supplementary Fig. S2A), we combined data from RIP-seq and RNA-seq (SE) and found 95 closely targeted events (Fig. 2A). 

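On the RIP-seq side of this overlap, most listed genes were recovered at little more than 2 times their Input level. Of the 2242 genes, 1182 had an IP over Input ratio from 2 to 2.5, 473 from 2.5 to 3, and 502 of 3 or more. The other 85 genes had 0 Input reads and 6 to 18 IP reads, and no ratio was given for them. The median ratio over the 2157 genes with Input reads was 2.43. Among the listed genes, PTMS, which encodes the acidic nuclear protein parathymosin, had the highest level in the IP (2035 RPKM, and 938 RPKM in Input). The translation elongation factor gene EEF2 came next (1313 and 613 RPKM). They were followed by the linker histone gene HIST1H1E (816 and 369 RPKM), the clone-named gene CTD-2616J11.9 (678 and 289 RPKM) and MYC (555 and 181 RPKM). Nucleolin, NCL, had 368 RPKM in IP and 169 RPKM in Input. At the lower end of the list, NCOA5, a nuclear receptor coactivator gene, had a ratio of 2.00 (95% exact interval 1.62 to 2.48), and the COPII coat gene SEC24C had a ratio of 2.00 (1.79 to 2.25). A skipped exon needs a transcript with at least 3 exons. Of the 1806 listed genes that matched GENCODE v44 by name or older symbol (80.6%), 1495 had such a transcript, and 178 had 1 exon in every transcript. By gene type 1603 of the matched genes were protein-coding and 113 were lncRNAs. The skipped exon events of the RNA-seq experiment were not analysed here.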

To identify genes whose alternative splicing was regulated by both RBM39 and MORC2, we further performed shMORC2 RNA-seq (Supplementary Fig. S2C). Then we combined shMORC2 RNA-seq (SE) with the 95 RBM39 targeted SE events, and found 26 SE events (Fig. 2A, Supplementary Table 1, Supplementary Table 2). 

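All 26 genes of Supplementary Table 1 were among the genes listed in the RIP-seq table, which is how the paper selected them and is not independent evidence. Their median IP over Input ratio was 2.21, against 2.44 for the 2131 other listed genes with a ratio. They also had more reads, with a median of 716 against 160 over all other listed genes, and the gap in ratio was not separated from depth. The highest belonged to GOLGA2P7, a golgin pseudogene, at 3.24 (95% exact interval 2.17 to 4.97, 31 Input and 123 IP reads). AXIN1, a scaffold of the complex that degrades β-catenin, had a ratio of 2.73 (2.47 to 3.02). The chromatin assembly factor gene CHAF1A had a ratio of 2.62 (2.25 to 3.06), and ASXL1, which encodes a Polycomb-associated protein, had a ratio of 2.52 (2.23 to 2.85). TCF20, a transcriptional coregulator gene, had a ratio of 2.38 (2.23 to 2.54), the histone chaperone gene DAXX of 2.36 (2.07 to 2.71) and the polarity gene SCRIB of 2.36 (2.02 to 2.77). For these 7 genes the whole interval lay at 2 or above. The intervals of the other 19 genes extended below 2. Among them were MTA1, a subunit of the NuRD complex (2.19, 1.99 to 2.42), MTSS1L (2.13, 1.996 to 2.273) and the cytoskeletal linker gene PLEC (2.01, 1.92 to 2.10). On the opposite strand of MTSS1L another annotated gene covers 64.3% of its exon bases. The least covered gene was FAM95C, with 8 Input and 24 IP reads and a ratio of 2.45 (1.06 to 6.30).

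**Figure D2:**
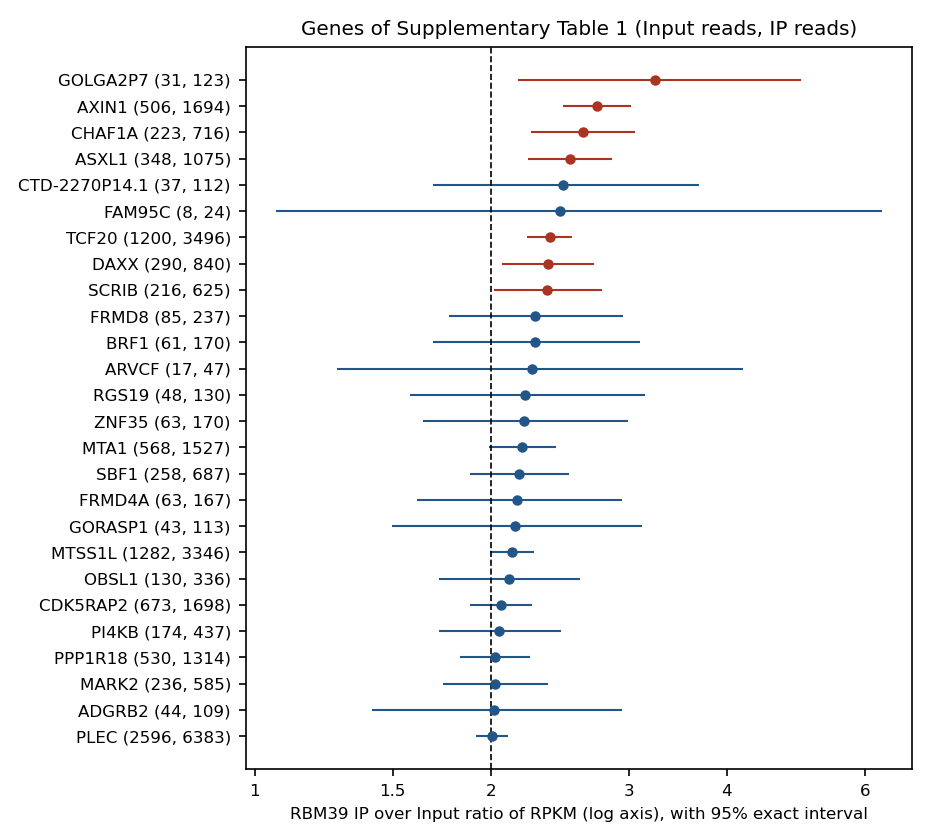
IP over Input ratio of RPKM on a log axis for the 26 genes of Supplementary Table 1, with 95% exact intervals and a dashed line at 2. The recovered Input and IP reads stand beside each gene. Red marks the 7 genes whose interval does not reach below 2, and CDK5RAP2 is in the lower part of the plot.

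The skipped exons of 24 of the 26 events were placed on GRCh38 as exons of GENCODE v44 transcripts, from the coordinates of Supplementary Table 1, whose starts count from 0. FAM95C and CTD-2270P14.1 matched no gene name there. Exon length ranged from 9 bp in MTSS1L (chromosome 16, 70679315 to 70679323) to 3381 bp in PLEC (chromosome 8, 143922504 to 143925884), with a median of 151.5 bp. Of these exons 17 were wholly coding, and the length of 15 of the 17 was a multiple of 3, so that skipping keeps the reading frame. The exceptions were exon 3 of CHAF1A and exon 3 of ZNF35. Median GC content of the exons was 63.7%, from 44.4% in MTSS1L to 72.7% in ADGRB2, and 16 exons had 60% or more. The paper combined the RNAs bound by RBM39 with the exons that changed after RBM39 knockdown and after MORC2 knockdown, and states that 26 events were left, from which it took genes for PCR. The intersection itself was not analysed here.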

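CDK5RAP2, which encodes a pericentriolar matrix protein, lies on the minus strand of chromosome 9 of GRCh38 from 120388875 to 120580170. It had 14.0 RPKM in Input and 28.9 RPKM in the RBM39 IP. With 673 and 1698 recovered reads this was a ratio of 2.06 (95% exact interval 1.88 to 2.25), rank 1946 of the 2157 genes with a ratio. No exon of the canonical transcript of CDK5RAP2 overlapped an exon of the canonical transcript of a gene on the opposite strand. Its other transcripts were not checked. FRMD8, a FERM domain gene on chromosome 11 (65386621 to 65413525), had 4.36 RPKM in Input and 9.92 RPKM in IP, a ratio of 2.28 (1.77 to 2.95). The zinc finger gene ZNF35 on chromosome 3 (44648732 to 44660791) had 4.97 and 10.9 RPKM, a ratio of 2.20 (1.64 to 2.99). OBSL1, a cytoskeletal adaptor gene on chromosome 2 (219550728 to 219571859), had 2.84 and 5.99 RPKM, a ratio of 2.11 (1.72 to 2.60). The kinase gene MARK2 on chromosome 11 (63838928 to 63911020) had 8.05 and 16.3 RPKM, a ratio of 2.02 (1.74 to 2.36). The 5 intervals overlapped one another, so their order could not be resolved at this depth. The exons listed for these genes were all wholly coding in the canonical transcript. They were exon 15 of 19 in MARK2 (63903986 to 63904147, 162 bp), exon 12 of 21 in OBSL1 (219557343 to 219557618, 276 bp), exon 4 of 11 in FRMD8 (65393573 to 65393674, 102 bp) and exon 3 of 4 in ZNF35 (44652557 to 44652701, 145 bp). The values count all reads of a gene and do not separate isoforms or pre-mRNA from mRNA.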

We selected several genes of interest, including CDK5RAP2, obscurin-like cytoskeletal adaptor 1 (OBSL1), microtubule affinity regulating kinase 2 (MARK2), zinc finger protein 35 (ZNF35) and FERM domain-containing 8 (FRMD8), and employed RT-qPCR and RT-PCR for experimental validation (Fig. 2B–E, Supplementary Fig. S2D–H). Interestingly, we found that the knockdown of RBM39 or MORC2 caused an isoform switch of CDK5RAP2 S (lacking exon 32) to CDK5RAP2 L (containing exon 32) (Fig. 2B–E). Meanwhile, indisulam, a molecular glue that promotes the degradation of RBM39, could also cause the isoform switch of CDK5RAP2 S to CDK5RAP2 L (Fig. 2F).

**Fig. 2:**
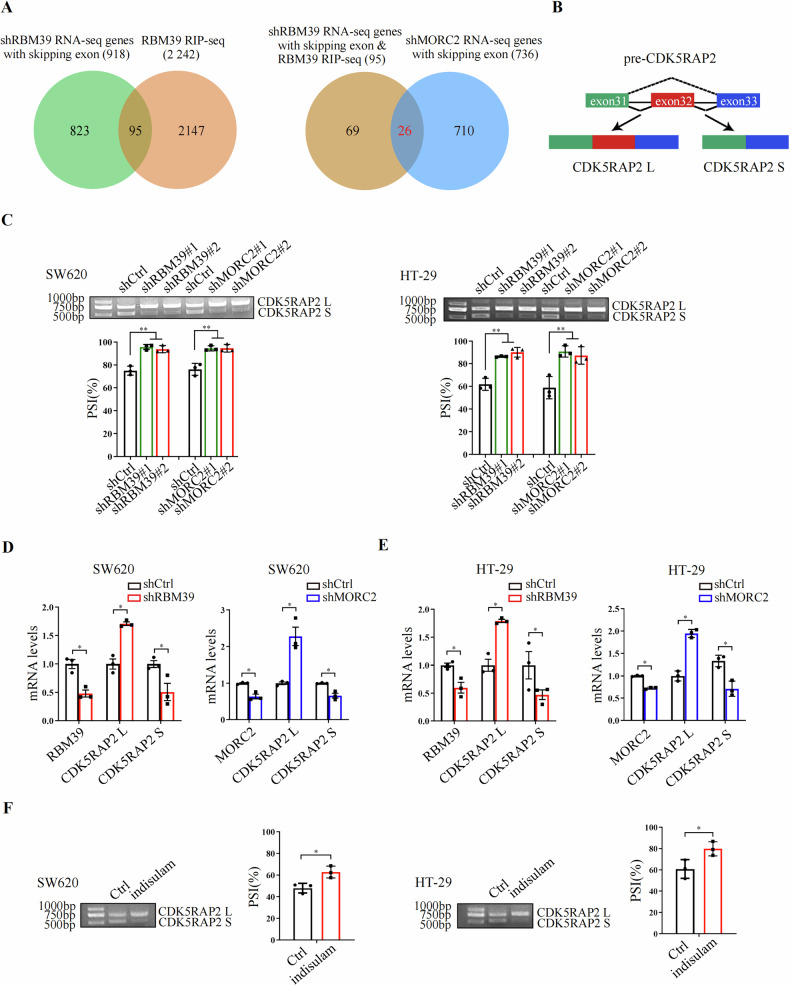
Alternative splicing of pre-CDK5RAP2 is regulated by both RBM39 and MORC2. **A** Venn diagram illustrates the overlap between genes by RBM39 RIP-seq and shRBM39 RNA-seq genes with exon-skipping (left panel). The right panel venn diagram shows the overlap between 95 genes and shMORC2 RNA-seq genes with skipping exon. **B** Schematic representation of pre-CDK5RAP2 alternative splicing. Exons are represented by green, red and blue rectangles, introns by black lines, and splicing pattern by dashed lines. **C** RT-PCR was used to detect the effects of RBM39 knockdown (shRBM39) and MORC2 knockdown (shMORC2) on CDK5RAP2 L and CDK5RAP2 S mRNA expression. The bottom panel shows the quantitative statistics of percent spliced in (PSI). *n* = 3, **P < 0.01. **D**, **E** RT-qPCR was used to detect the effect of RBM39 knockdown or MORC2 knockdown on CDK5RAP2 L and CDK5RAP2 S mRNA expression. *n* = 3, *P < 0.05. **F** RT-PCR was used to detect the effects of indisulam (0.125 μM, 8 h) on CDK5RAP2 L and CDK5RAP2 S mRNA expression. The right panel shows the quantitative statistics of percent spliced in (PSI). *n* = 3, *P < 0.05.

### MORC2 promotes RBM39-mediated alternative splicing of pre-CDK5RAP2

To explore the mechanism by which MORC2 and RBM39 promoted the alternative splicing of pre-CDK5RAP2, we first verified that both RBM39 and MORC2 bound to pre-CDK5RAP2 using RIP-qPCR (Fig. 3A, B). Importantly, the knockdown of MORC2 inhibited the binding of RBM39 to pre-CDK5RAP2 (Fig. 3C), indicating that MORC2 was essential for RBM39-mediated alternative splicing of CDK5RAP2. Meanwhile, knockdown of RBM39 inhibited the binding of MORC2 to pre-CDK5RAP2 (Fig. 3D). Overexpression of RBM39 abolished the isoform switch of CDK5RAP2 S to CDK5RAP2 L caused by MORC2 knockdown (Fig. 3E), illustrating that RBM39 is necessary for MORC2-mediated alternative splicing of CDK5RAP2. Moreover, an RIP assay expressing differentially truncated Flag-tagged RBM39 protein (ΔRS, ΔRRM1, ΔRRM2 and ΔUHM) revealed that the UHM domain of RBM39 is responsible for its binding to pre-CDK5RAP2 (Fig. 3F). To further examine the binding site of RBM39 on pre-CDK5RAP2, we generated miniCDK5RAP2 plasmids with individual deletion of seven potential RBM39 binding sites on pre-CDK5RAP2 (Fig. 3G). RT-PCR analysis of RBM39 knockdown cells and control cells transfected with these miniCDK5RAP2 vectors showed that deletion of site 1 abolished the isoform switch of CDK5RAP2 S to CDK5RAP2 L caused by RBM39 knockdown (Fig. 3H). RIP experiments also indicated that RBM39 binds to site 1 of pre-CDK5RAP2 (Fig. 3I). Taken together, these data demonstrate that MORC2 interacts with the RRM1 domain of RBM39, and RBM39 binds to site 1 of pre-CDK5RAP2 exon 32, promoting exon 32 skipped splicing and the generation of the CDK5RAP2 S splicing variant (Fig. 3J).

**Fig. 3:**
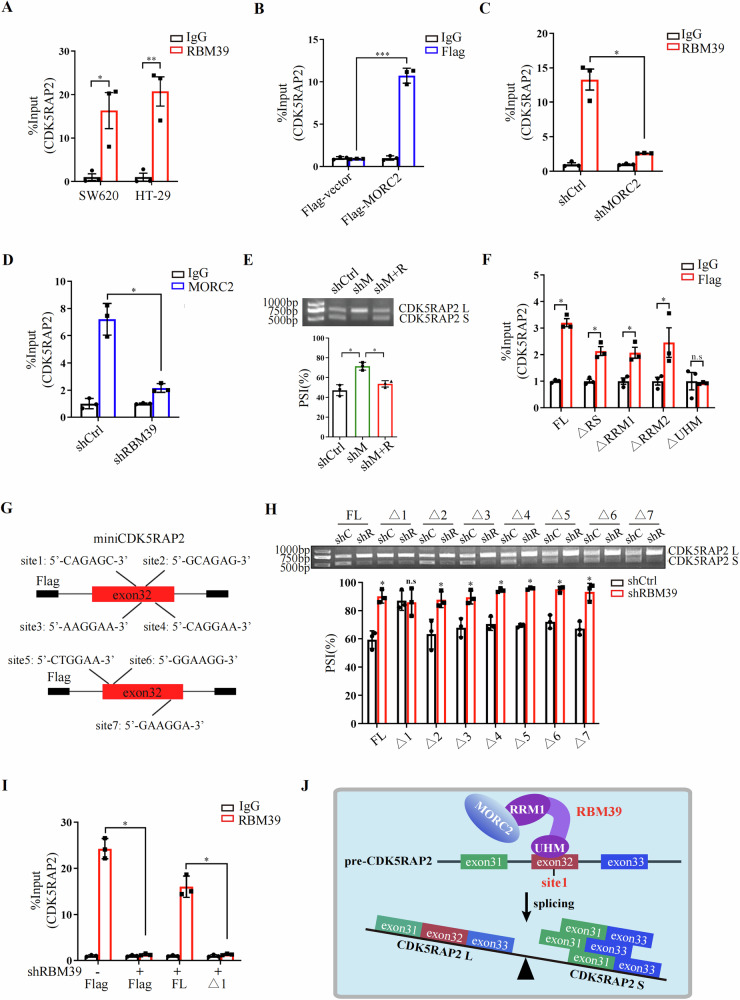
MORC2 promotes RBM39-mediated alternative splicing of pre-CDK5RAP2. **A**, **B** RIP was used to detect the binding of RBM39 (**A**) or MORC2 (**B**) to CDK5RAP2 pre-mRNA. IgG was used as a negative control, and the figure shows the quantitative statistics of RT-qPCR. *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001. **C**, **D** RIP assays were performed using control (shCtrl) and MORC2 knockdown (shMORC2) (**C**) or RBM39 knockdown (shRBM39) (**D**) SW620 cells to detect the binding of RBM39 (**C**) or MORC2 (**D**) to CDK5RAP2 pre-mRNA. IgG was used as a negative control, and the figure shows the quantitative statistics of RT-qPCR. *n* = 3, *P < 0.05. **E** RT-PCR was used to detect the effects of MORC2 knockdown (shM), MORC2 knockdown and RBM39 overexpression (shM+R) on CDK5RAP2 mRNA expression. The bottom panel shows the quantitative statistics of percent spliced in (PSI). *n* = 3, *P < 0.05. **F** Full length (FL) and four deletion Flag-tagged RBM39 plasmids were transfected into SW620 cells, and RIP was performed to determine the binding domain of RBM39 to CDK5RAP2 pre-mRNA. IgG served as a negative control. *n* = 3, *P < 0.05, n.s indicates no significance. **G** Model shows miniCDK5RAP2 with deletion of potential RBM39 binding sites (Δ1–Δ7). **H** RT-PCR was used to detect CDK5RAP2 L and CDK5RAP2 S mRNAs in control (shC) and RBM39 knockdown (shR) SW620 cells transfected with miniCDK5RAP2 plasmids with deletion of potential RBM39 binding sites (Δ1–Δ7). The bottom panel shows the quantitative statistics of percent spliced in (PSI). *n* = 3, *P < 0.05, n.s indicates no significance. **I** Control and RBM39 knockdown SW620 cells were transfected with Flag vector, miniCDK5RAP2-FL or miniCDK5RAP2-Δ1 plasmid, followed by RIP with anti-RBM39 or anti-IgG antibodies. IgG served as a negative control. *n* = 3, *P < 0.05. **J** Working model shows that MORC2 promotes RBM39-mediated alternative splicing of pre-CDK5RAP2.

### CDK5RAP2 S promotes migration and invasion of colon cancer cells in vitro and metastasis in vivo

Next, we investigated the molecular function of the two CDK5RAP2 isoforms in colon cancer cells. By overexpression of CDK5RAP2 L or CDK5RAP2 S after CDK5RAP2 knockdown via lentiviral infection in SW480-luc cells (Supplementary Fig. S3A, B), we found that CDK5RAP2 S, but not CDK5RAP2 L promoted the migration and invasion of colon cancer cells (Fig. 4A). Then the expression of EMT markers and several important EMT transcription factors were examined by western blotting. The results showed that CDK5RAP2 L overexpression up-regulated E-cadherin and down-regulated N-cadherin, Vimentin, Slug, and Twist1 expression. Whereas overexpression of CDK5RAP2 S down-regulated E-cadherin and up-regulated N-cadherin, Vimentin, Zeb1, Slug and Twist1 expression (Fig. 4B), indicating that CDK5RAP2 L and CDK5RAP2 S might have different roles in EMT of colon cancer cells. Moreover, the four groups of SW480-luc cells were then injected into the tail vein of nude mice to detect the effect of CDK5RAP2 L or CDK5RAP2 S on tumor metastasis using live animal bioluminescence imaging (BLI). At 10 min after the injection of the cancer cells, equal levels of bioluminescence were observed in the mouse lungs (Fig. 4C, top row). The mice were imaged once a week, with the final images taken immediately prior to sacrifice. The results showed that metastasis began to occur in the third week after injection in control and shCDK5RAP2 + CDK5RAP2 S groups, while no metastasis was found in shCDK5RAP2 and shCDK5RAP2 + CDK5RAP2 L groups at this time (Fig. 4C, middle row). At the study endpoint, shCDK5RAP2 and shCDK5RAP2 + CDK5RAP2 L groups exhibited significantly less lung metastasis compared with the control group, while shCDK5RAP2 + CDK5RAP2 S groups showed markedly more lung metastasis (Fig. 4C, bottom row). The fluorescence imaging of lung tissues and the HE staining results of lung tissues presented consistent results (Fig. 4D, E). Taken together, these findings demonstrate that CDK5RAP2 S promotes metastasis of colon cancer cells in vivo.

**Fig. 4:**
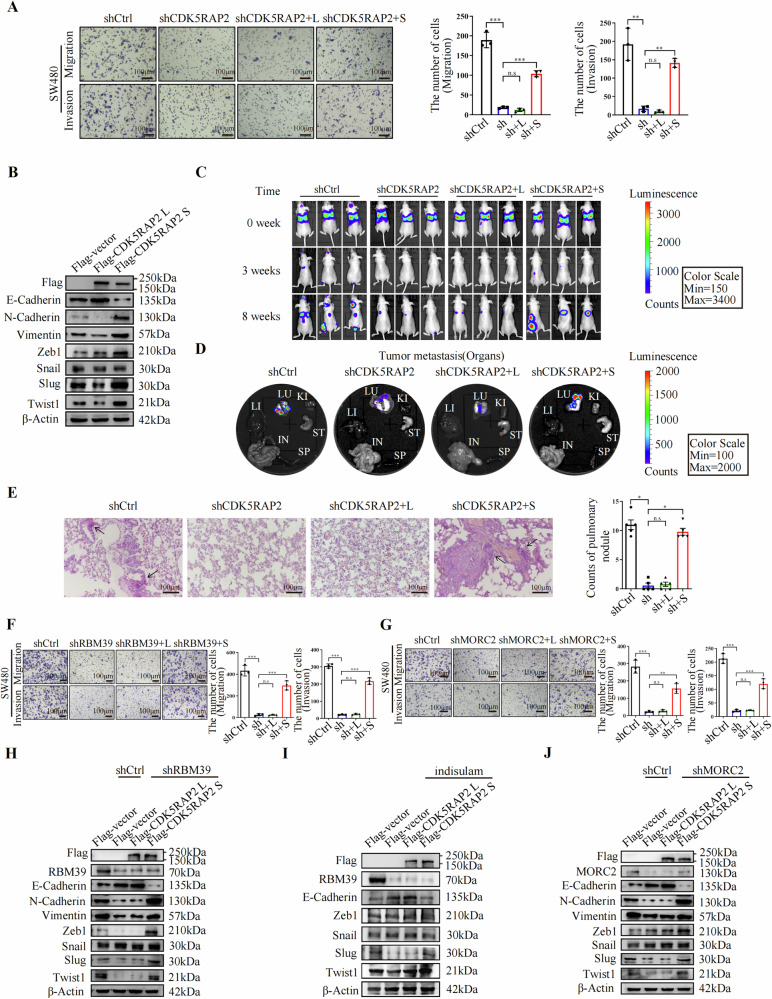
MORC2 and RBM39 promote EMT, migration and invasion of colon cancer cells via CDK5RAP2 S. **A** Migratory and invasive capacities of the cells were evaluated by transwell assays or matrigel-coated transwell assays. Representative photomicrographs of transwell results were taken under ×100 original magnifications. Scale bar, 100 μm. The right panel shows the statistical results of cell numbers. *n* = 3, **P < 0.01, ***P < 0.001, n.s indicates no significance. **B** SW620 cells were transfected with Flag-vector, Flag-CDK5RAP2 L or Flag-CDK5RAP2 S followed by western blot analysis to detect the indicated proteins. **C** Representative BLI images of three animals at the indicated time points after tail vein injection of SW480-Luc stably transfected cells (five mice per group). **D** Bioluminescence images of selected mouse organs at the 8th week after injection. Abbreviations: LU lung, KI kidney, ST stomach, SP spleen, IN intestine, LI liver. **E** Representative images of HE staining of lung tissues from mice. Original magnification, ×200. Scale bar, 100 μm. The right panel shows the statistical results of the number of pulmonary nodules, *n* = 5, *P < 0.05, n.s indicates no significance. **F**, **G** Migratory and invasive capacities of SW480-shCtrl, SW480-shRBM39, SW480-shRBM39+L (CDK5RAP2 L) and SW480-shRBM39+S (CDK5RAP2 S) cells (**F**) or SW480-shCtrl, SW480-shMORC2, SW480-shMORC2+L (CDK5RAP2 L) and SW480-shMORC2+S (CDK5RAP2 S) cells (**G**) were measured by transwell assays or matrigel-coated transwell assays. Representative photomicrographs of transwell results were taken under ×100 original magnifications. Scale bar, 100 μm. The right panel shows the statistical results of cell numbers. *n* = 3, **P < 0.01, ***P < 0.001, n.s indicates no significance. **H** The indicated protein levels were measured by western blot analysis in SW620 cells with co-transfection of shRBM39 and Flag-CDK5RAP2 L or Flag-CDK5RAP2 S. **I** Western blot analysis of the indicated protein expression in SW620 cells transfected with Flag-vector, Flag-CDK5RAP2 L and Flag-CDK5RAP2 S treated by indisulam or not. **J** Western blot analysis of the indicated protein expression in SW620 cells with co-transfection of shMORC2 and Flag-CDK5RAP2 L or Flag-CDK5RAP2 S.

### MORC2 and RBM39 promote EMT, migration and invasion of colon cancer cells via CDK5RAP2 S

MORC2 has been shown to promote metastasis of triple-negative breast cancer and cholangiocarcinoma by regulating the EMT process [18, 19]. However, the role of RBM39 in the EMT process is unclear. Then we verified that MORC2 and RBM39 promoted EMT in colon cancer cells (Supplementary Fig. S3C). Moreover, our data showed that CDK5RAP2 S overexpression, but not CDK5RAP2 L, partially rescued the inhibitory effect of migration and invasion induced by RBM39 knockdown or MORC2 knockdown (Fig. 4F, G). Furthermore, we found that overexpression of CDK5RAP2 S, but not CDK5RAP2 L, reversed the promoting effect of RBM39 knockdown on E-cadherin expression and the inhibitory effect on N-cadherin, Vimentin, Zeb1, Slug and Twist1 expression (Fig. 4H), and a consistent result was obtained using indisulam (Fig. 4I, Supplementary Fig. S3D). In addition, a similar result was obtained when MORC2 was knocked down (Fig. 4J). Taken together, MORC2 and RBM39 promote EMT, migration and invasion of colon cancer cells via CDK5RAP2 S.

### PHF8 promotes EMT in colon cancer cells

To investigate the mechanism by which CDK5RAP2 S promotes EMT, we used immunoprecipitation combined with mass spectrometry to screen for proteins that bind to CDK5RAP2 L or CDK5RAP2 S (Fig. 5A). 105 proteins were identified that specifically bound to CDK5RAP2 S, including histone demethylase PHD finger protein 8 (PHF8) (Supplementary Figs. S4, 5B). Furthermore, Co-IP experiments showed that exogenous CDK5RAP2 S, but not CDK5RAP2 L bound to endogenous PHF8 in SW620 cells (Fig. 5C). TNMplot database analysis showed that PHF8 was up-regulated in colon cancer (Tumor) and the expression of PHF8 was higher in metastatic cancer (Metastatic) than in primary cancer (Tumor) (Fig. 5D). Moreover, Kaplan-Meier Plotter database analysis showed that patients with higher PHF8 expression had a shorter overall survival and recurrence-free survival (Fig. 5E, F). Importantly, CDK5RAP2 S expression level was positively correlated with PHF8 expression level in the GEPIA database (Fig. 5G). Western blotting result revealed that PHF8 overexpression down-regulated E-cadherin and up-regulated N-cadherin and vimentin, as well as Slug and Twist1 expression (Fig. 5H). In contrast, PHF8 knockdown by siRNAs led to the opposite result (Fig. 5I, J). Next, by using daminozide, an inhibitor of PHF8 [48], we observed consistent result with that of silencing PHF8 (Fig. 5K, L). Collectively, these data indicate that CDK5RAP2 S specifically interacts with PHF8, and that PHF8 may promote EMT in colon cancer cells.

**Fig. 5:**
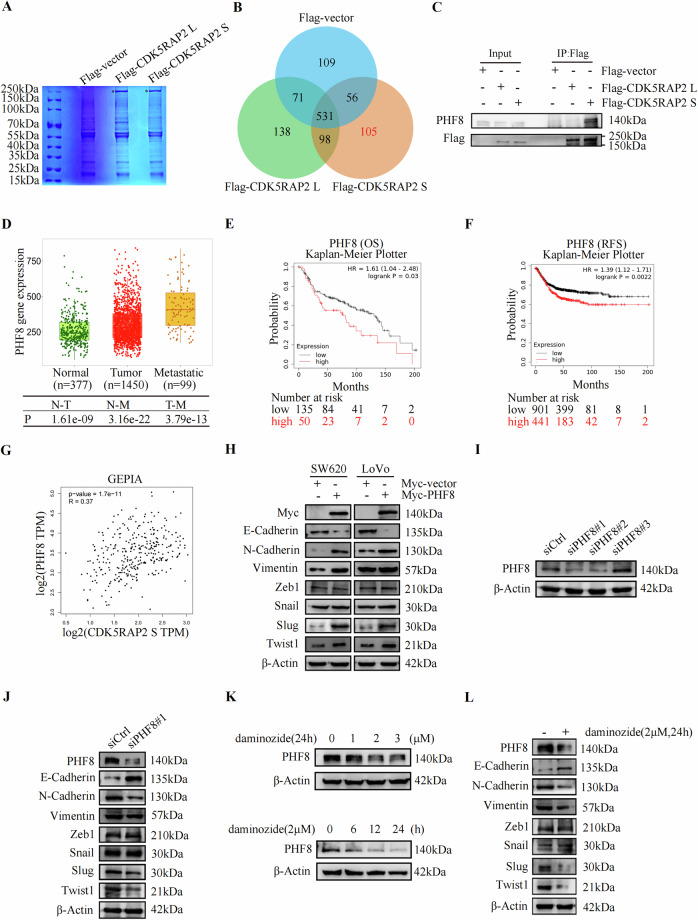
PHF8 promotes EMT in colon cancer cells. **A** Lysates of SW620 cells transfected with Flag, Flag-CDK5RAP2 L or Flag-CDK5RAP2 S were immunoprecipitated with anti-Flag antibody, followed by SDS-PAGE, coomassie brilliant blue staining and mass spectrum (MS) analysis. **B** Venn diagram shows proteins that specifically interact with CDK5RAP2 L or CDK5RAP2 S. **C** SW620 cells were transfected with Flag-vector, Flag-CDK5RAP2 L or Flag-CDK5RAP2 S, and the lysates were immunoprecipitated with anti-Flag antibody. Precipitates were analyzed by western blotting using anti-Flag or anti-PHF8 antibodies. **D** Box plot shows *PHF8* expression in adjacent non-cancerous tissues (N, Normal), colon cancer tissues (T, Tumor) and metastatic colon cancer tissues (M, Metastatic) from TNMplot database. **E**, **F** Relationship between *PHF8* expression and the overall survival (E) or recurrence-free survival (F) of colon cancer patients obtained from Kaplan-Meier Plotter database. **G** The correlation between *CDK5RAP2 S* and *PHF8* expression from the GEPIA database. **H** Western blot analysis of the indicated protein expression in SW620 or LoVo cells transfected with Myc-vector or Myc-PHF8. **I** SW620 cells were transfected with scramble siRNA or siRNAs targeting PHF8. The relative level of PHF8 protein was determined by western blot analysis. **J** Western blot analysis of the indicated protein expression in SW620 cells transfected with scramble siRNA or siPHF8#1. **K** Western blot analysis of PHF8 expression in SW620 cells treated with different concentrations of daminozide for 24 h (upper panel) and 2 μM daminozide for different times (bottom panel). **L** Western blot analysis of the indicated protein expression in SW620 cells treated with daminozide (2 μM, 24 h).

### CDK5RAP2 S recruits PHF8 to promote *Slug* transcription

To investigate the mechanism by which CDK5RAP2 S and PHF8 promote EMT in colon cancer, we performed RT-qPCR experiments. The results showed that CDK5RAP2 S or PHF8 overexpression up-regulated mRNA levels of *Slug*, *Snail, Zeb1, Twist1, N-cadherin*, and down-regulated *E-cadherin* (Fig. 6A, B). Among them, *Slug* was most significantly regulated by CDK5RAP2 S and PHF8. Next, we designed 10 primer sets for PCR after chromatin immunoprecipitation (ChIP) to confirm the binding of CDK5RAP2 S and PHF8 to the *Slug* promoter (Fig. 6C). As shown in Fig. 6D, the binding of CDK5RAP2 S was detected at the *Slug* promoter regions P1, P4, P6, P8, P9, and P10. Meanwhile, endogenous PHF8 could bind to the P6, P8, P9, and P10 regions of the *Slug* promoter (Fig. 6E). Importantly, ChIP Re-IP assays revealed that CDK5RAP2 S and PHF8 acted in a combinatorial fashion on the P6, P8, P9, and P10 regions of the *Slug* promoter (Fig. 6F). In addition, knockdown of CDK5RAP2 decreased the binding of PHF8 to *Slug* promoter (Fig. 6G). To provide additional evidence, luciferase dual reporter assays were performed, and the results showed that CDK5RAP2 S promoted *Slug* promoter activity independently and cumulatively with PHF8 (Fig. 6H). Moreover, silencing PHF8 suppressed the activity of the *Slug* promoter, which was partially reversed by CDK5RAP2 S co-transfection (Fig. 6I).

**Fig. 6:**
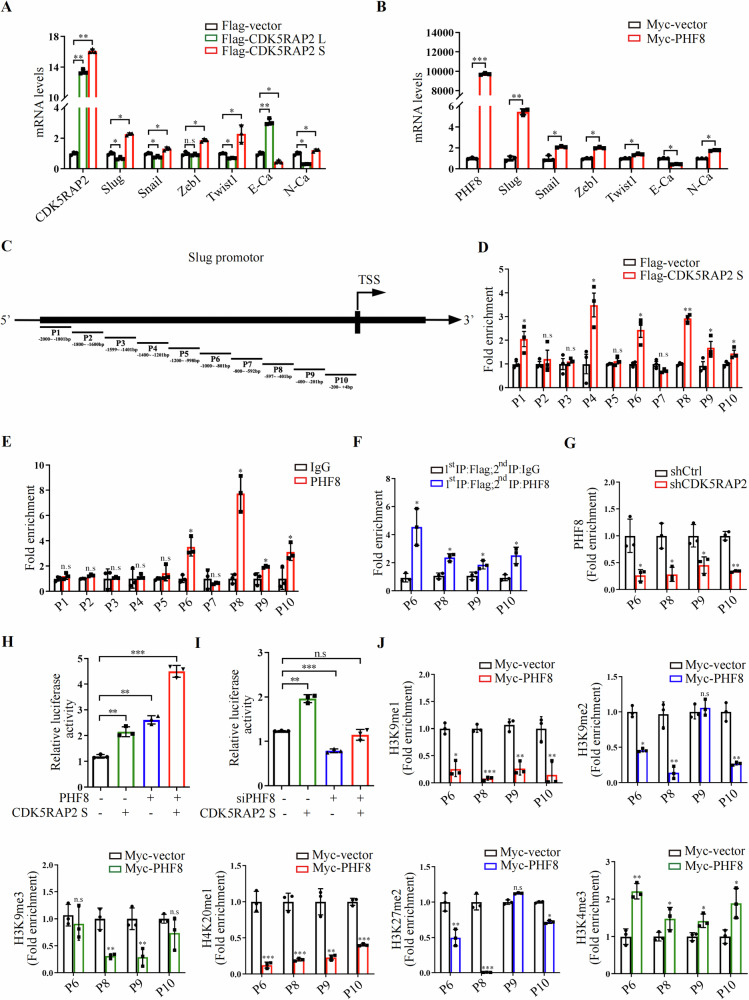
CDK5RAP2 S recruits PHF8 to promote *Slug* transcription. **A**, **B** SW620 cells were transfected with Flag-vector, Flag-CDK5RAP2 L or Flag-CDK5RAP2 S (**A)**, Myc-vector, Myc-PHF8 (**B**), followed by RT-qPCR to detect the mRNA level of the indicated genes. *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, n.s indicates no significance. **C** Schematic diagram of primers for *Slug* promoter sequences. 10 primer sets with a 200 bp partition were designed for ChIP-qPCR. **D** SW620 cells were transfected with Flag-vector or Flag-CDK5RAP2 S, followed by ChIP assays with anti-flag antibodies. The P1–P10 fragment of the *Slug* promoter was amplified by qPCR. *n* = 3, *P < 0.05, **P < 0.01, n.s indicates no significance. **E** SW620 cells were subjected to ChIP assays with antibodies as indicated, followed by qPCR with primers amplifying the *Slug* promoter P1–P10 fragments. *n* = 3, *P < 0.05, n.s indicates no significance. **F** Flag-CDK5RAP2 S plasmid was transfected into SW620 cells. Then ChIP Re-ChIP assay was performed. Soluble chromatin was first immunoprecipitated with flag antibody (1st IP). The complexes eluted from the first IP were equally divided into two aliquots, followed by re-immunoprecipitation with IgG or PHF8 antibodies (2nd IP), respectively. The P6, P8, P9, and P10 fragments of the *Slug* promoter were amplified by qPCR. *n* = 3, *P < 0.05. **G** ChIP assays were performed using control (shCtrl) and CDK5RAP2 knockdown (shCDK5RAP2) SW620 cells with anti-PHF8 antibodies. The P6, P8, P9, and P10 fragment of the *Slug* promoter was amplified by qPCR. *n* = 3, *P < 0.05. **H**, **I** Luciferase reporter gene plasmid containing the *Slug* promoter, PHF8 and CDK5RAP2 S (H), siPHF8 and CDK5RAP2 S (I) were transfected into SW620 cells as indicated, and the *Slug* promoter activity was estimated by luciferase assays. *n* = 3, **P < 0.01, ***P < 0.001, n.s indicates no significance. **J** SW620 cells were transfected with Myc-vector and Myc-PHF8, and ChIP assays were performed with H3K9me1, H3K9me2, H3K9me3, H4K20me1, H3K27me2, and H3K4me3 antibodies. P6, P8, P9, and P10 fragments of the *Slug* promoter were amplified by qPCR. *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, n.s indicates no significance.

As PHF8 is a histone demethylase that activates transcription by removing repressive histone methylation markers [49–51], we wondered whether PHF8 up-regulated *Slug* transcription by its histone demethylase function. Interestingly, ChIP assays revealed that PHF8 overexpression reduced the different histone methylation marker levels at different degrees, H3K9me1 and H4K20me1 in the P6, P8, P9 and P10 regions, H3K9me2 and H3K27me2 in the P6, P8 and P10 regions, H3K9me3 in the P8 and P9 regions, while PHF8 overexpression stabilized H3K4me3 level in the P6, P8, P9 and P10 regions of the *Slug* promoter (Fig. 6J). Taken together, these data suggest that CDK5RAP2 S recruits PHF8 to the *Slug* promoter, and PHF8 exerts its histone demethylase function, thereby promoting *Slug* transcription.

### High protein levels of MORC2, RBM39 and Slug are associated with metastasis in colorectal cancer

Next, we analyzed the expression of MORC2 and RBM39 in patients with colorectal cancer. We found both RNA and protein expression levels of MORC2 and RBM39 were significantly higher in colorectal cancer tissues in our cohort (Fig. 7A, B). As shown in Table 1, MORC2 expression was significantly correlated with tumor size (*p* = 0.018), clinical stage (*p* = 0.003), lymph node metastasis (pN) (*p* = 0.010) and distant metastasis (pM) (*p* = 0.030). Meanwhile, the expression of RBM39 was significantly associated with the clinical stage (*p* = 0.046) (Table 2). We also found decreased expression of CDK5RAP2 L and increased expression of CDK5RAP2 S in colorectal cancer tissues (Fig. 7C). Finally, we performed immunohistochemical staining for serial sections of adjacent non-cancerous tissues (*n* = 30), primary cancer without metastasis tissues (*n* = 60), primary cancer with lymph node and distant metastasis tissues (*n* = 40). The results demonstrated that MORC2, RBM39, and Slug were highly expressed in colorectal cancer tissues with metastasis, while E-cadherin was not or lowly expressed (Fig. 7D, E). Correlation analysis revealed that MORC2 and RBM39, MORC2 and Slug, RBM39 and Slug expression were positively correlated in colorectal cancer with metastasis. Meanwhile, MORC2 and E-cadherin, RBM39 and E-cadherin, Slug and E-cadherin expression were negatively correlated (Fig. 7F).

**Fig. 7:**
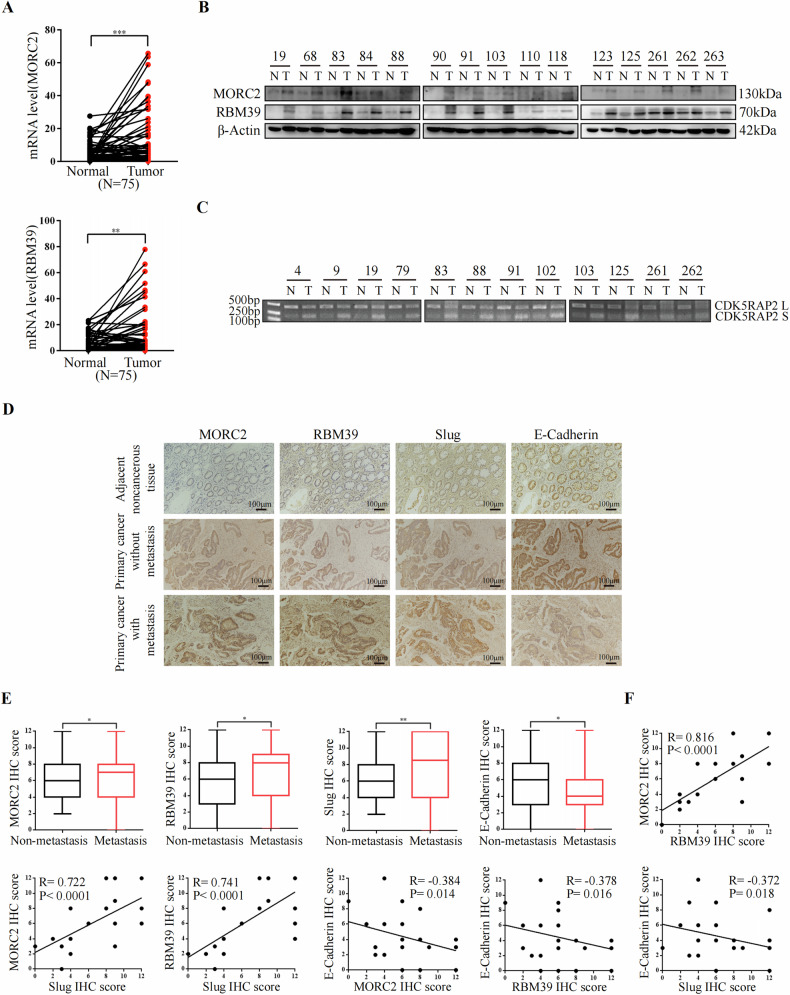
High protein levels of MORC2, RBM39 and Slug are associated with metastasis in colorectal cancer. **A**, **B** mRNA (**A**) and protein (**B**) expression of MORC2 and RBM39 in 75 pairs of clinical colorectal cancer tissues and adjacent non-cancerous tissues were detected by RT-qPCR (**A**) and western blot analysis (**B**). The representative 15 pairs were shown on B. N, matched adjacent non-cancerous tissues. T, tumor tissues. **P < 0.01, ***P < 0.001. **C** RT-PCR was used to detect the expression of CDK5RAP2 L and CDK5RAP2 S in paired colorectal cancer tissues. N, matched adjacent non-cancerous tissues. T, tumor tissues. **D** Representative immunohistochemical staining images of serial sections of adjacent non-cancerous tissues (*n* = 30), primary cancer without metastasis tissues (*n* = 60) and primary cancer with metastasis tissues (*n* = 40). Original magnification, ×100. Scale bar, 100 μm. Intensity value was expressed as immunohistochemistry score (IHC score). **E** IHC score analysis of MORC2, RBM39, Slug and E-cadherin expression in primary colorectal cancer tissues without metastasis (non-metastasis) (*n* = 60) and primary colorectal cancer tissues with metastasis (metastasis) (*n* = 40). *P < 0.05, **P < 0.01. **F** Pearson correlation analysis was used to analyze the correlation between MORC2 and RBM39, MORC2 and Slug, RBM39 and Slug, E-cadherin and MORC2, E-cadherin and RBM39, E-cadherin and Slug expression in colorectal cancer tissues.

**Table 1:** Correlation between MORC2 expression and clinicopathological characteristics of colorectal cancer patients.

Feature	*n*	MORC2 expression		*P*-value
		Lower	Higher	
*Age (y)*				
<65	34	14	20	0.386
≥65	41	21	20	
*Gender*				
Male	43	17	26	0.151
Female	32	18	14	
*Tumor size (cm)*				
<5	47	17	30	0.018*
≥5	28	18	10	
*Clinical stages*				
Stages I, II	42	26	16	0.003**
Stages III, IV	33	9	24	
*Depth of invasion (pT)*				
T1, T2	24	10	14	0.552
T3, T4	51	25	26	
*Lymph node metastasis (pN)*				
N0	44	26	18	0.010*
N1,N2	31	9	22	
*Distant metastasis (pM)*				
M0	70	35	35	0.030*
M1	5	0	5	
*Differentiation*				
Poorly, moderately	61	26	35	0.143
Highly	14	9	5	

χ^2^ test was used to analyze the association between MORC2 expression and clinical features

*P* values < 0.05 representing statistical significance are in bold. Specifically, *P < 0.05, **P < 0.01.

**Table 2:** Correlation between RBM39 expression and clinicopathological characteristics of colorectal cancer patients.

Feature	n	RBM39 expression		*P*-value
		Lower	Higher	
*Age (y)*				
<65	34	14	20	0.850
≥65	41	16	25	
*Gender*				
Male	43	18	25	0.703
Female	32	12	20	
*Tumor size (cm)*				
<5	47	18	29	0.697
≥5	28	12	16	
*Clinical stages*				
Stages I, II	42	21	21	0.046*
Stages III, IV	33	9	24	
*Depth of invasion (pT)*				
T1, T2	24	10	14	0.840
T3, T4	51	20	31	
*Lymph node metastasis (pN)*				
N0	44	21	23	0.104
N1, N2	31	9	22	
*Distant metastasis (pM)*				
M0	70	28	42	1.000
M1	5	2	3	
*Differentiation*				
Poorly, moderately	61	23	38	0.397
Highly	14	7	7	

*χ*^*2*^ test was used to analyze the association between RBM39 expression and clinical features

*P* values < 0.05 representing statistical significance are in bold. Specifically, *P < 0.05.

## Discussion

It is well documented that MORC2 inhibits the transcription of several target genes, such as CAIX, ArgBP2, p21^Waf/Cip1^, and thus promotes cancer progression [5, 13, 15]. Other studies showed that MORC2 was essential in DNA damage repair and lipogenesis [6, 7]. However, only one study found that MORC2 mutant M276I regulated hnRNPM-mediated CD44 splicing switch to promote invasion and metastasis in triple-negative breast cancer cells [18]. The role of MORC2 wild type in alternative splicing remains unclear. In this study, our data demonstrate the functional links between MORC2, RBM39 and the downstream CDK5RAP2 whose alternative splicing they regulate in EMT and metastasis of colon cancer cells.

RBM39 is a bifunctional RBP involved in transcriptional co-regulation and RNA splicing [20, 21]. Through the two functions, RBM39 participates in cell metabolism, cell cycle, cellular response to hypoxia and angiogenesis, thus plays an important role in cancer cell survival and cancer progression [25–29]. Indisulam-mediated RBM39 degradation causes splicing defects in a broad range of genes, including TRIM27, and inhibits proliferation of colon cancer cells [27]. Here, we identified a novel target gene CDK5RAP2, whose alternative splicing was regulated by RBM39 and MORC2, contributing to a better understanding of the mechanisms of RBM39 and MORC2 in colon cancer.

Except for RBM39, at least three E3 ligases (TRIM21, TRIM25, TRIP12) were discovered by mass spectrometry experiments to identify MORC2-binding proteins. Whether MORC2 protein can be degraded by ubiquitination has not been reported, so it is necessary to further explore whether MORC2 interacted with these three E3 ligases and can be degraded as a substrate for them. TRIM25 was a known E3 ubiquitin ligase of RBM39 [52], whether RBM39 also interacted with TRIM21 or TRIP12 remains to be verified. It is reported that TRIM25 promoted the ubiquitination of the splicing factor NONO and thus suppressed the splicing function of NONO [53]. Whether these three E3 ligases inhibit RBM39-mediated alternative splicing by promoting the ubiquitination of RBM39 remains to be verified. In addition, we found that MORC2 up-regulated the protein level of RBM39 (Supplementary Fig. S1D, E). It is very likely that MORC2 prevents RBM39 from the ubiquitination degradation by impeding the interaction between RBM39 and these three E3 ligases, especially TRIM25, thus enhancing the protein stability of RBM39, and therefore promoting the splicing function of RBM39. This needs to be further studied.

Alternative pre-mRNA splicing is often cooperatively regulated by multiple splicing factors. For instance, simultaneous binding of RBM39, U2AF65, PUF60 and SPF45 to SF3B1 has been reported [21]. Similarly, the DHX9-NONO-SFPQ complex regulates the oncogenic splicing switch of BIN1 in hepatocellular carcinoma [54]. Further study is needed to determine whether other partners have participated in the regulation of pre-CDK5RAP2 splicing by RBM39 and MORC2. In addition to discovering that MORC2 interacts with RBM39, we also found that MORC2 up-regulated the mRNA and protein levels of RBM39 (Supplementary Fig. S1D–G). Because MORC2 promotes development of an aggressive colorectal cancer phenotype [16] and RBM39 increases the survival rate and anchoring-independent growth of colorectal cancer cells [55], further study on the mechanism of RBM39 upregulation by MORC2 would be vital for therapy of patients with colorectal cancer.

It has been found that there is a novel alternatively spliced variant form of CDK5RAP2, CDK5RAP2 S, which lacks 237 nucleotide residues in exon 32 [46]. However, the role and mechanism of CDK5RAP2 S in colorectal cancer progression remain unclear. 

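Exon 32 of CDK5RAP2 lies on the minus strand of chromosome 9 of GRCh38 from 120407012 to 120407248. In the GENCODE v44 canonical transcript it is exon 32 of 38. It has 237 bp, which is 79 codons of the 1893 residues of the protein, and a GC content of 60.3%, against a median of 46.0% over the other internal exons of the gene. The exon is wholly coding and begins after 4726 coding bases. Exon 31 (120408347 to 120408468, 122 bp) precedes it by an intron of 1098 bp and exon 33 (120404036 to 120404113, 78 bp) follows after an intron of 2898 bp. The reference sequence of exon 32, read in the direction of the gene, is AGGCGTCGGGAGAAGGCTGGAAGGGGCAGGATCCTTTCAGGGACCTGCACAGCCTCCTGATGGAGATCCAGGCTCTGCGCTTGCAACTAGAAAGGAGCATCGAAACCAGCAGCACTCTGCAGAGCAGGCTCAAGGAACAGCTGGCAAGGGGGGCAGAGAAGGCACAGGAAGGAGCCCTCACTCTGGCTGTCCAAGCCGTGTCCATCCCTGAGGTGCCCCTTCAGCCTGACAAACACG. The intron before it ends in CTCTTTGCACATGTCCTCAG and the intron after it begins with GTACTGCCCCTGCCTCTCCC, with the AG acceptor and the GT donor. Of 44 annotated transcripts of the gene, 19 contain the exon and 5 join exon 31 to exon 33, as in the CDK5RAP2 S variant. The 7 sequences that Fig. 3G gives as potential RBM39 binding sites all occur in the exon. Site 1, CAGAGC, occurs 1 time, at bases 120 to 125 counted from the 5′ end of the exon (120407124 to 120407129). Site 2, GCAGAG, occurs at bases 119 to 124 and 153 to 158, and the first of these shares 5 bases with site 1. Site 3, AAGGAA, lies at bases 132 to 137. Sites 4, 6 and 7 overlap one another between bases 165 and 173, and sites 5 and 6 overlap between bases 17 and 24. CAGAGC also occurs 1 time in each of the neighbouring introns, at bases 82 to 87 of the upstream intron and 649 to 654 of the downstream intron.

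**Figure D3:**
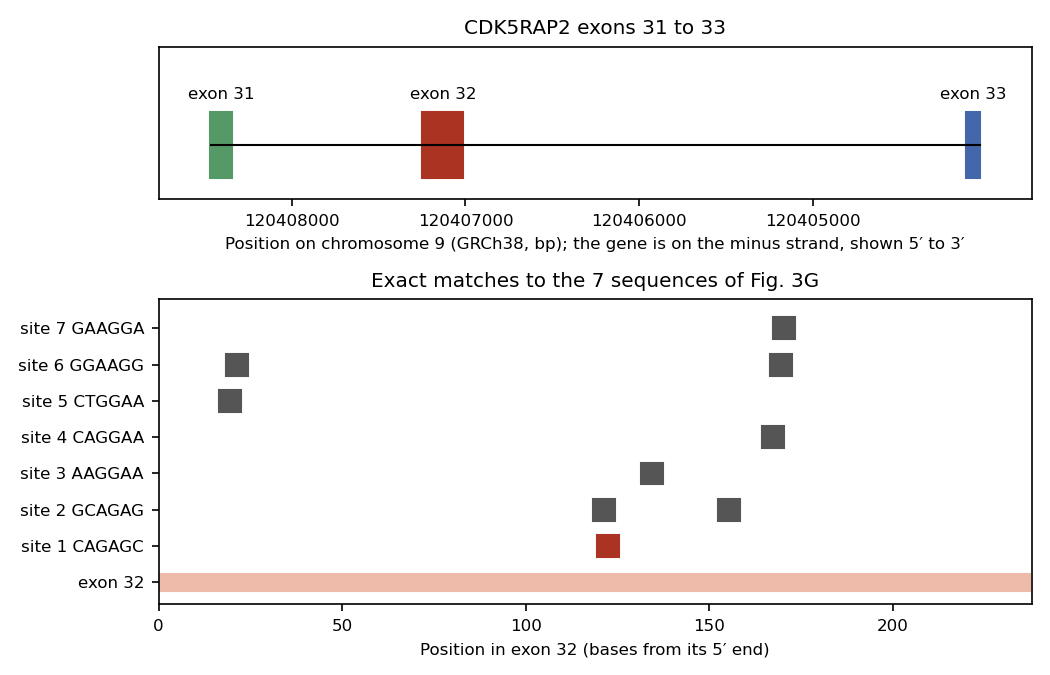
Upper panel, exons 31 to 33 of CDK5RAP2 on chromosome 9 of GRCh38, to scale and drawn in the direction of the gene. Lower panel, exact matches of the 7 sequences of Fig. 3G along the 237 bases of exon 32, with site 1 in red at bases 120 to 125.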

Here, our results indicate that CDK5RAP2 S regulated by MORC2 and RBM39 promotes colorectal cancer progression. It has been reported that CDK5RAP2 also localizes in the nucleus, where it acts as a transcriptional activator for *CENP-A* [41]. CDK5RAP2 serves to maintain centromeric chromatin integrity partly through CENP-A [41]. Moreover, CDK5RAP2 is required for spindle checkpoint function by positively regulating the promoters of *BUBR1* and *MAD2* [42]. These studies suggest that CDK5RAP2 functions as a transcriptional activator. However, the role of CDK5RAP2 S in transcriptional regulation is unknown. Here, we illustrated that CDK5RAP2 S interacts with PHF8 to activate *Slug* transcription. Previous evidence demonstrated that PHF8 contributes to EMT and promotes malignant progression and metastasis in breast cancer, prostate cancer and liver cancer. [49, 56–58]. In accordance, our data showed that PHF8 was overexpressed and associated with poor prognosis in colon cancer. As a histone demethylase, PHF8 activates various genes by erasing repressive histone markers, including H3K9me1/2, H3K27me2 and H4K20me1 [49]. Consistently, our results demonstrated that PHF8 up-regulated *Slug* transcription by removing repressive histone methylation markers.

In summary, our results reveal a novel mechanism by which MORC2 promotes colorectal cancer development by promoting the isoform switch of CDK5RAP2 L to CDK5RAP2 S through interacting with RBM39 (Fig. 8). Our findings not only provide a novel mechanism but also suggest a treatment strategy of targeting the MORC2/RBM39/CDK5RAP2 axis for colorectal cancer therapy.

**Fig. 8:**
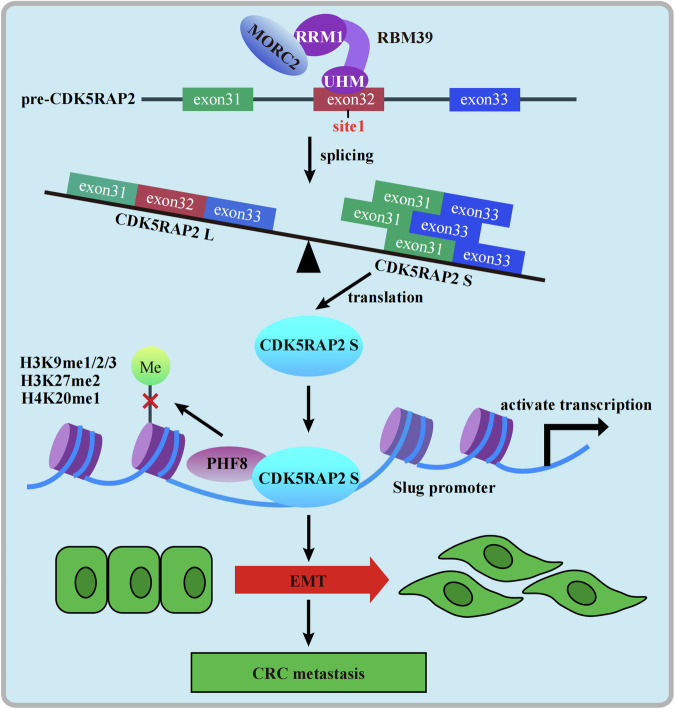
MORC2 promotes EMT and metastasis of colorectal cancer via RBM39-mediated alternative splicing. The working model indicates that MORC2 binds to the RRM1 domain of RBM39, and that RBM39 interacts with site 1 of pre-CDK5RAP2 exon 32 via its UHM domain, promoting the production of the CDK5RAP2 S splicing isoform. CDK5RAP2 S protein recruits PHF8 to activate *Slug* transcription by removing repressive histone markers (H3K9me1/2/3, H3K27me2, and H4K20me1) at the *Slug* promoter, thereby promoting EMT and metastasis of colorectal cancer cells.

## Materials and methods

### Cell culture

HCT116, SW480, SW620, HT-29 and LoVo cells were obtained from the Shanghai cell bank of Chinese Academy of Sciences. All cell lines were authenticated and were verified to be mycoplasma negative. Cells were cultured in RPMI-1640 medium (Gibco, USA), supplemented with 10% FBS, 1% penicillin/streptomycin and 1% glutamine at 37 °C in 5% CO_2_ and 95% air. Large frozen stocks were made for future use. All cell lines were used within 15 passages (less than 2 months) after reviving from the frozen stocks. Trypan blue exclusion assays were used to assess cell growth and survival.

### Plasmid construction and cell transfection

His-RBM39, Flag-CDK5RAP2 L, Flag-CDK5RAP2 S and Myc-PHF8 expression plasmids were purchased from Sino Biological Inc. (Beijing, China). His-RBM39-ΔRS, His-RBM39-ΔRRM1, His-RBM39-ΔRRM2, and His-RBM39-ΔUHM were purchased from Sangon Biotech (Shanghai, China). Minigene of CDK5RAP2 was constructed by BGI (Beijing, China). GST-tagged RBM39 was constructed by PCR and subcloned into pGEX-4T-2 vector (Amersham Biosciences, USA); and Flag-tagged RBM39-Full Length and a series of RBM39 domain deletion mutants (Flag-RBM39-ΔRS, Flag-RBM39-ΔRRM1, Flag-RBM39-ΔRRM2, Flag-RBM39-ΔUHM) were constructed by PCR and subcloned into pcDNA3.1-Flag vector (Invitrogen, USA). The Slug promoter reporter plasmid was a gift from Ceshi Chen (Kunming Institute of Zoology, Chinese Academy of Sciences, China). Details of the plasmids used are given in Supplementary Table 3 and details of the primers used are given in Supplementary Table 4. Transient transfection was carried out using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions.

### Lentivirus and siRNA infection

Lentiviruses harboring Flag-vector, Flag-MORC2, nonsilencing-shRNA(shCtrl), shMORC2, shRBM39, Flag-CDK5RAP2 L, Flag-CDK5RAP2 S and shCDK5RAP2 were purchased from GeneChem Company (Shanghai, China). Cells were infected with lentiviral supernatants for 24 h. Stable clonal cell lines were selected with 2 μg/mL puromycin (Sigma, USA). PHF8-siRNA was purchased from GenePharma (Suzhou, China). Cells were transfected with PHF8-siRNAs for 48 h. Details are provided in Supplementary Table 3.

### Western blotting

Total cellular protein was isolated from cells using RIPA buffer (25 mM Tris-HCl, pH 7.6, 150 mM NaCl, 1 mM EDTA and 1% NP-40) supplemented with cocktail. Protein concentration was determined by G-250 assay. Equal amounts of protein were separated by SDS-polyacrylamide gel electrophoresis. β-actin served as a loading control. Detailed information for all antibodies used is provided in Supplementary Table 5.

Full and uncropped western blots are included in the Supplementary part.

### Co-immunoprecipitation

Cells were washed three times in cold PBS before being lysed in IP lysis buffer (20 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Triton X-100, supplemented with protease inhibitor, 2 mL) supplemented with protease and phosphatase inhibitors (1:1000). Total protein lysate (2 mg) was used for each IP using specific antibodies, Protein A/G agarose beads (GE Healthcare Uppsala, Sweden) were added to the cells and incubated overnight at 4 °C. Washed precipitated proteins were analyzed by Western blotting. Detailed information for all antibodies used is provided in Supplementary Table 5.

### GST pull-down

Details can be found in the Supplemental Materials and Methods of Supplementary Information. The GST pull-down assay used in this study has been described previously in detail [59, 60].

### IP and mass spectrometry

Details can be found in the Supplemental Materials and Methods of Supplementary Information. The method of the mass spectrometry experiments has been described previously in detail [61].

### RNA-seq and RIP-seq analysis

mRNA was collected from each group of cells using Trizol Reagent (1 mL, Invitrogen, USA), and three replicate experiments were set up for each group. Following UID-mRNA-seq detection, differential alternative splicing (AS) analysis was performed using rMATS software. Data were supported by Wuhan Kangjie Technology Co., Ltd. (Wuhan, China). The SW480 cell pellet was collected, and the corresponding RNA-protein complex was precipitated with RBM39 antibody, followed by isolation and purification, and the RNA bound to the complex was sequenced and analyzed. Data were supported by Wuhan Kangjie Technology Co., Ltd.

### RNA isolation and RT-qPCR

Total RNAs were extracted using Trizol Reagent (500 μL, Invitrogen, USA) and converted into cDNAs using the PrimeScript RT Reagent Kit (TaKaRa, Japan). Quantitative PCR (qPCR) was undertaken using SYBR Premix Ex TaqII (Takara, Japan). The primers used for qPCR are shown in Supplementary Table 4. All results were normalized to β-actin and presented as fold induction relative to the control.

### RNA immunoprecipitation (RIP)

Details can be found in the Supplemental Materials and Methods of Supplementary Information.

### Transwell migration and invasion assay

For in vitro migration assays, SW480, SW620, or HT-29 cells (5 × 10^4^ cells in 100 mL RPMI-1640 medium without FBS) were seeded on top of a transwell chamber (Bedford, MA, USA). The lower chamber was supplemented with 600 mL RPMI-1640 medium containing 10% fetal bovine serum. After 24 h, cells that had not migrated from the upper membrane were wiped off with a cotton swab, and those that migrated from the lower membrane surface were fixed, stained, photographed, and counted. In the cell invasion assay in vitro, the upper chamber of transwells was treated with 10% matrix gel, and the other steps were the same as above.

### Dual-luciferase reporter assay

SW480 cells were seeded in 12-well plates and luciferase reporter plasmids were co-transfected with plasmids such as CDK5RAP2 S and PHF8 using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA). Luciferase activity was detected 48 h after transfection using a Dual-Luciferase Reporter Assay System (Promega, USA).

### Chromatin immunoprecipitation (ChIP)

Details can be found in the Supplemental Materials and Methods of Supplementary Information.

### Animal models

Six-week-old female BALB/c nude mice (Spavo Biotechnology Co. Ltd., Beijing, China) were injected into the tail vein with 2 × 10^6^ SW480-luc cells with stable expression of shCtrl, shCDK5RAP2, shCDK5RAP2+L and shCDK5RAP2+S (five mice per group). The animals were imaged weekly for 8 weeks using a Carestream MS FX Pro in vivo imaging system (Carestream Health, Rochester, NY, USA). For in vivo fluorescence imaging, mice first received an intraperitoneal injection of the substrate and then were anesthetized with isoflurane 10 min later; whole-body images were then acquired. The data were analyzed using Carestream MI image analysis software, and fluorescence signals were normalized. After the final imaging session, the mice were sacrificed, and the organs (lung, liver, kidney, stomach, spleen and intestine) were examined for metastasis.

### Clinical samples

Samples include pairs of fresh ice-frozen colorectal and adjacent non-cancerous tissue samples (*n* = 75); serial sections of adjacent colorectal tissue samples (*n* = 30), primary colorectal cancer without metastasis tissue samples (*n* = 60) and primary colorectal cancer with lymph node and distant metastasis tissue samples (*n* = 40). Samples were obtained from the Department of Gastrointestinal Surgery of the First Affiliated Hospital of China Medical University. Detailed information for tissue samples is provided in Supplementary Table 6.

### Immunohistochemistry (IHC)

Details can be found in the Supplemental Materials and Methods of Supplementary Information.

### Statistical analysis

We used GraphPad Prism 8 software for statistical analysis. Correlations of immunohistochemical scores were analyzed using Pearson’s test, and other data were analyzed using Student’s *t*-test. The *χ*^2^ test was used to analyze the association between MORC2 or RBM39 expression and clinical features. Data are presented as mean ± SD of at least three independent experiments. Statistical significance was assigned when *P* values were <0.05. Specifically, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, not significant (n.s) when *P* > 0.05.

### Supplementary information

Supplementary Information

Original Data File

## Data Availability

Materials are available upon request. MORC2 and CDK5RAP2 mass spectrometry data have been deposited at Figshare.com, the DOI number were 10.6084/m9.figshare.25522639 (https://figshare.com/articles/dataset/MORC2_proteomic/25522639) and 10.6084/m9.figshare.25522810 (https://figshare.com/articles/dataset/CDK5RAP2_proteomic/25522810). RBM39 RIP-seq, shMORC2 RNA-seq and shRBM39 RNA-seq data that support the findings of this study have been deposited in GEO with the accession code GSE246656, GSE246909 and GSE246915.

# Supplementary material for: MORC2 regulates RBM39-mediated CDK5RAP2 alternative splicing to promote EMT and metastasis in colon cancer
**Source:** Cell Death Dis. 2024 Jul 24;15(7):530. doi: 10.1038/s41419-024-06908-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Materials and Methods

### GST pull-down

After expanding pGEX-4T-2-RBM39, it was induced with 1 mM IPTG at 30 °C for 3 h. Lysates (20% glucose, 10% glycerol, 2 mM MgCl<sub>2</sub>, 50 mM Tris, pH 8.0) were added to the pellet after centrifugation. GST protein was purified by incubating the supernatant with beads after sonication disruption. At the same time, eukaryotic plasmid (Flag-MORC2) was subjected to TNT reaction (Promega, America). Purified Flag-MORC2 protein and GST fused protein were incubated in pull-down buffer (20 mM Tris, pH 7.5, 50 mM NaCl, 10% glycerol, 1% NP-40). After incubation, the beads were pelleted and washed with the pull-down buffer, followed by elution of proteins. Protein samples were analyzed by Western blotting. The GST pull-down assay used in this study has been described previously in detail [59-60].

### IP and Mass spectrometry

Flag-vector and Flag-MORC2 were stably overexpressed in HCT116 cells. These cells were harvested and lysed with lysis buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% Triton X-100, supplemented with protease inhibitor). Then, the cellular extracts were subjected to affinity purification using anti-Flag affinity columns. The Flag peptide-eluted material was resolved on an 8% SDS-PAGE gel. The gels were stained with Coomassie brilliant blue (Invitrogen) after electrophoresis. The bands were excised from the gel and subjected to mass spectrometry (MS) analysis. The mass spectrometry experiments and data analysis were supported by Guangzhou Kidio Biotechnology Co., Ltd (Guangzhou, China).

After washing with ultrapure water, the SDS-PAGE gel was cut into small pieces of 1 mm square and put in an Eppendorf tube. 500 µL of destaining solution which was consisted of 50 mM ammonium bicarbonate (NH<sub>4</sub>HCO<sub>3</sub>) and 50% acetonitrile (ACN) was used for decolorizing until the gel pieces became colorless at 37 °C, 600 rpm. After washing with 50 mM NH<sub>4</sub>HCO<sub>3</sub>, the gel pieces were solidified with ACN. Then the gel pieces were reduced with 10 mM dithiothreitol (DTT) which was dissolved with 50 mM NH<sub>4</sub>HCO<sub>3</sub> at 37 °C, 500 rpm for 1 h. After cooling to room temperature, ACN was added to solidify the gel. 55 mM iodoacetamide (IAA) dissolved with 50 mM NH<sub>4</sub>HCO<sub>3</sub> was added to gel to alkylate sample at room temperature for 40 min in darkness. After washing with 50 mM NH<sub>4</sub>HCO<sub>3</sub>, the gel pieces were solidified with ACN. Appropriate volume of 13 ng/µL trypsin solution dissolved with 50 mM NH<sub>4</sub>HCO<sub>3</sub> was added to digest gel pieces and incubated at 37 °C overnight. Trifluoroacetic acid (TFA) was added to the sample to the final concentration of 1% to terminate the digestion process. At last, 0.1% TFA with 60% ACN and 0.1% TFA with 90% ACN were used to extract peptides from gel pieces. Peptides were desalted by Pierce C18 Spin Tips, and dried in a speed vacuum concentrator.

The peptides were re-dissolved in solvent A (A: 0.1% formic acid in water) and analyzed by Q-Exactive Plus coupled to an EASY-nanoLC 1200 system (Thermo Fisher Scientific, MA, USA). 4 µL peptide sample was loaded onto a 25 cm analytical column (75 µm inner diameter, 1.9 µm resin (Dr. Maisch) and separated with 60 min gradient starting at 2%

buffer B (80% ACN with 0.1% FA) followed by a stepwise increase to 30% in 47 min, 100% in 1 min and stayed there for 12 min. The column flow rate was maintained at 300 nL/min with a column temperature of 40 °C. The electrospray voltage was set to 2 kV. The mass spectrometer was run under data dependent acquisition (DDA) mode, and automatically switched between MS and MS/MS mode. The survey of full scan MS spectra ( $m/z$  350-1,800) was acquired in the Orbitrap with 70,000 resolution. The automatic gain control (AGC) target of  $3 \times 10^6$  and the maximum injection time of 50 ms. Then the precursor ions were selected into collision cell for fragmentation by higher-energy collision dissociation (HCD), the normalized collection energy was 28. The MS/MS resolution was set at 17,500, the automatic gain control target of  $1 \times 10^5$ , the maximum injection time of 45 ms, and dynamic exclusion was 30 seconds.

Tandem mass spectra were processed by PEAKS Studio version 10.6 (Bioinformatics Solutions Inc., Waterloo, Canada). The database was Ensembl release 90 GRCh38. The protein quantification software was MaxQuant\_1.5.3.30. Trypsin was set as the digestion enzyme, and Semi-specific was specified as the digest type. PEAKS DB was searched with a fragment ion mass tolerance of 0.02 Da and a parent ion tolerance of 10 ppm. The max missed cleavages was 2. Carbamidomethyl on Cysteine was specified as the fixed modification. Oxidation on Methionine, Deamination on Asparagine and Glutamine, and Acetylation on protein N-term were specified as the variable modifications. The peptides with 1% FDR and the proteins with 1% FDR and containing at least 1 unique peptide were filtered.

Flag-vector, Flag-CDK5RAP2 L or Flag-CDK5RAP2 S were transfected into SW620 cells, and the Co-IP experimental process was the same as above. The bands were excised from the gel and subjected to mass spectrometry analysis. The mass spectrometry experiments and data analysis were supported by Shanghai Applied Protein Technology Co., Ltd (Shanghai, China). The method of the mass spectrometry experiments has been described previously in detail [61].

## **RNA immunoprecipitation (RIP)**

The Magna RIP RBP immunoprecipitation kit (EMD Millipore, USA) was used for RIP procedures. Cells were first lysed with RIP lysis buffer, and supernatants were incubated with IgG, MORC2, RBM39, or Flag antibodies (5  $\mu$ g) with immunoprecipitated protein A/G beads. Complexes were then eluted with 900  $\mu$ L RIP immunoprecipitation buffer (860  $\mu$ L RIP wash buffer, 35  $\mu$ L 0.5 M EDTA, 5  $\mu$ L RNase inhibitor) and purified with 150  $\mu$ L proteinase K buffer (117  $\mu$ L RIP wash buffer, 15  $\mu$ L 10% SDS, 18  $\mu$ L proteinase K). Finally, CDK5RAP2 in the extracted RNA was detected by RT-qPCR. The primers used for qPCR are shown in Supplementary Table 4.

## **Chromatin immunoprecipitation (ChIP)**

Cells were cross-linked with 1% formaldehyde for 10 min and neutralized with 0.125 M glycine. Cells were disrupted by sonication, and protein-DNA complexes were precipitated with Flag, Myc, IgG, or PHF8 antibodies (5  $\mu$ g). The complexes were washed in the order of low-salt wash buffer (20 mM Tris, pH 8.1, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, 1 time), high-salt wash buffer (20 mM Tris, pH 8.1, 500 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100, 1 time), LiCl wash buffer (10 mM Tris, pH 8.1, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% Deoxycholic Acid,

1 time), TE wash buffer (10 mM Tris, pH 8.1, 1 mM EDTA, 2 times) and then eluted with SDS buffer (20% SDS, 100 mM NaHCO<sub>3</sub>). qPCR was carried out with primers specific to the slug promoter region. The primers are shown in Supplementary Table 4.

## **Immunohistochemistry (IHC)**

The UltraSensitive IHC Assay kit (Maixin Biotechnology Co., Ltd., China) was used for IHC procedures. Dewaxing and rehydration were performed in the order of xylene, 100% ethanol, 95% ethanol, 90% ethanol, 80% ethanol, 70% ethanol, followed by antigen retrieval with citrate solution (0.01 M citrate solution, pH 6.0) and incubation with MORC2, RBM39, E-cadherin or Slug antibodies (1:200) overnight at 4 °C. Detailed information for all antibodies used is provided in Table S3. Secondary antibody incubated at room temperature and visualized with DAB. Then the nucleus was stained with hematoxylin (Maixin Biotechnology Co., Ltd., China). After dehydration (70%, 80%, 90%, 95%, 100% ethanol) and transparentization (xylene), the sections were sealed with neutral resins and photographed. The staining intensity was graded as 0 (no color), 1 (light yellow), 2 (light brown), or 3 (brown), and the number of positive cells was graded as 0 (< 5%), 1 (5%–25%), 2 (25%–50%), 3 (51%–75%), or 4 (> 75%). The two grades were multiplied. The score was 0-12. We divided them into two groups: 0-4 was the low expression group and 6-12 was the high expression group.

Supplemental Figures

Supplementary Fig. S1

A

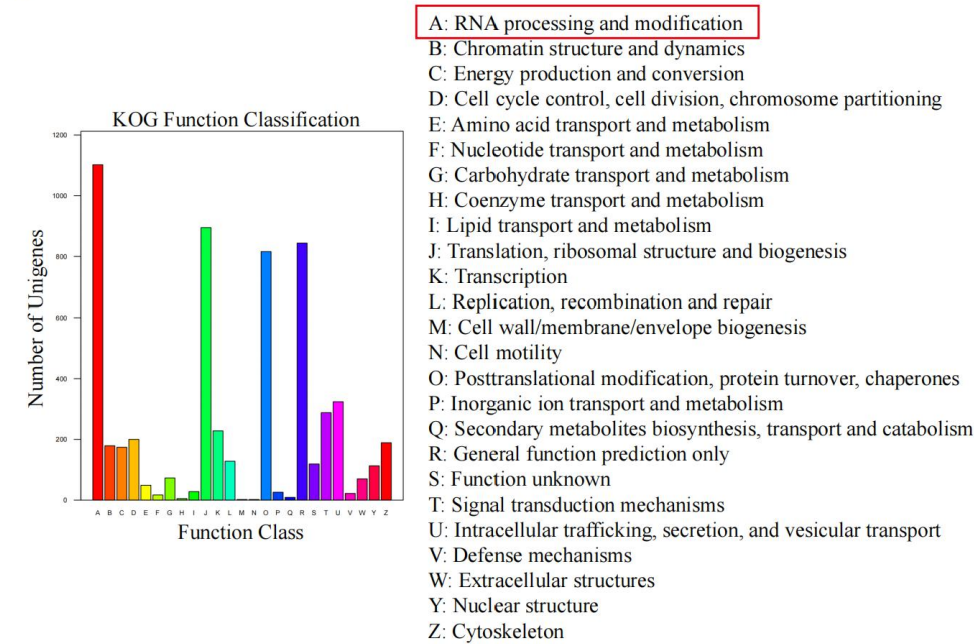

B

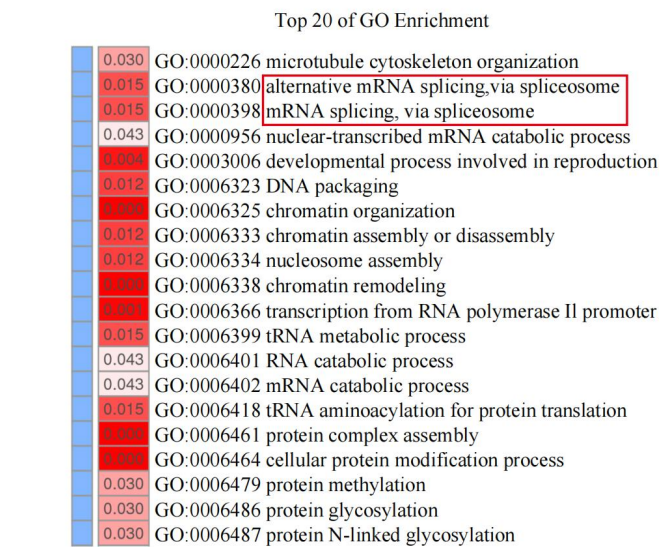

C

| Symbol  | Intensity MORC2 |
|---------|-----------------|
| HNRNPM  | 956840000       |
| PTBP1   | 632330000       |
| SRSF3   | 541510000       |
| HNRNPF  | 373430000       |
| SRSF1   | 337650000       |
| SRSF2   | 327430000       |
| YBX1    | 237740000       |
| SRSF5   | 232390000       |
| DHX15   | 112080000       |
| HNRNPC  | 105300000       |
| RBM39   | 104750000       |
| U2AF2   | 101680000       |
| DROSHA  | 74636000        |
| IQGAP1  | 74186000        |
| SNRPD3  | 72582000        |
| CAD     | 72446000        |
| IGF2BP2 | 54659000        |
| CDC5L   | 51516000        |
| SLC8A1  | 45144000        |
| EIF4A3  | 41304000        |

D

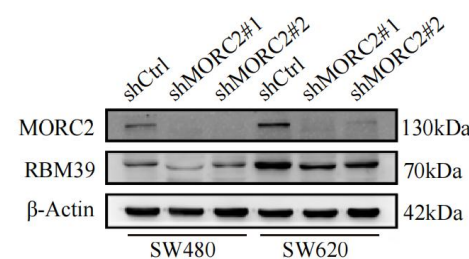

E

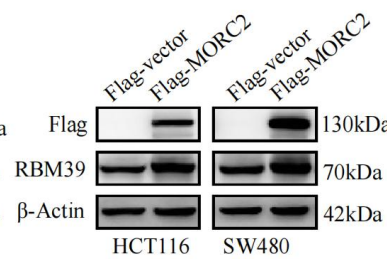

F

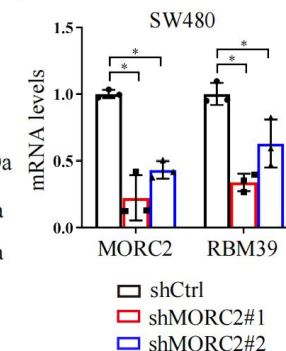

G

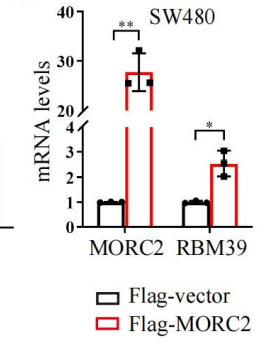

**Fig. S1 Analysis of MORC2-binding proteins and the expression of RBM39 regulated by MORC2.**

**A,B** KOG (A) and GO (B) analysis of MORC2-binding proteins.

**C** Top 20 splicing factors interacting with MORC2 by MS analysis were ranked by intensity.

**D** Western blot analysis of the indicated protein expression in SW480 and SW620 cells after knockdown of MORC2.

**E** Western blot analysis of the indicated protein expression in HCT116 and SW480 cells transfected with Flag-vector and Flag-MORC2.

**F** RT-qPCR was used to detect the effect of MORC2 knockdown on RBM39 mRNA expression.  $n=3$ ,  $*P<0.05$ .

**G** SW480 cells were transfected with Flag-vector and Flag-MORC2, followed by RT-qPCR to detect the mRNA level of RBM39.  $n=3$ ,  $*P<0.05$ ,  $**P<0.01$ .

## Supplementary Fig. S2

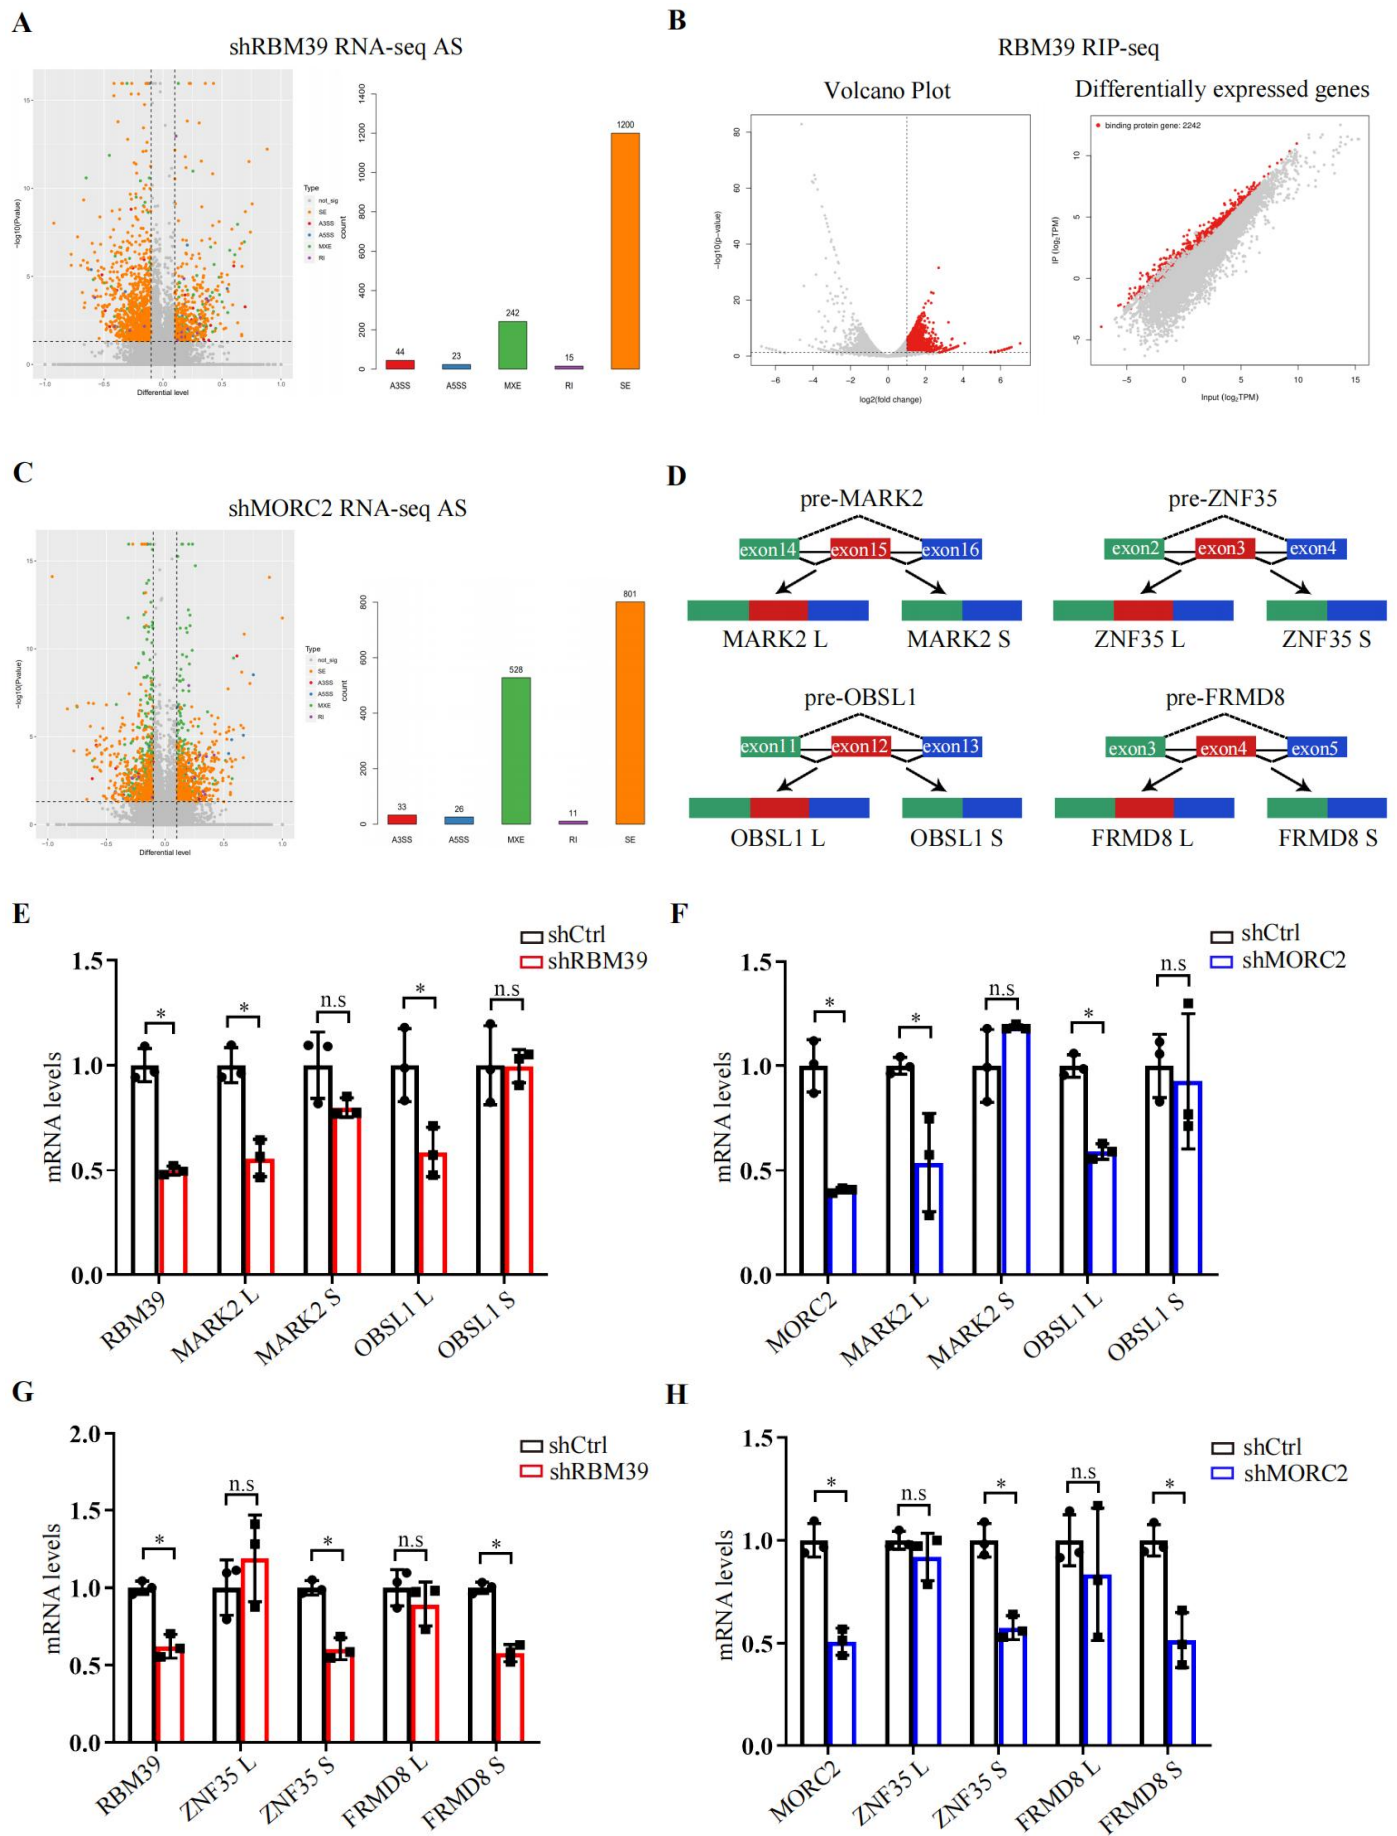

**Fig. S2 Alternative splicing genes regulated by both RBM39 and MORC2.**

**A and C** RNA-seq data analysis showed alternative splicing events regulated by RBM39 silencing (A) and MORC2 silencing (C), respectively. Volcano plot on the left and statistical plot of the number of splicing events on the right, with three independent replicate experiments.

**B** Volcano plot showing RNA bound to RBM39 in RIP-seq data (red).

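The RNAs with the lowest p-values in the authors' deposited table were HEXIM1, JRKL, TIGD1, JUND, IGFL4 and JUN. HEXIM1, the inhibitor of the elongation factor P-TEFb, had a log2 fold change of 2.70 and an FDR of 2.5e-29 there. CDK5RAP2 had a log2 fold change of 1.04 and an FDR of 3.9e-05 in the authors' deposited table. The small nucleolar RNA SNORD96A, with 1 Input and 9 IP reads, had an FDR of 0.125, and FAM95C had an FDR of 0.124 in the authors' deposited table. All genes of the authors' deposited table had a log2 fold change of at least 1.00 and an unadjusted p of at most 0.0490. The FDR reached 0.137 in the authors' deposited table. It was under 0.05 for 1859 genes and 0.05 or more for 383 genes, so the call followed the unadjusted p. The ratio of FDR to p in the authors' deposited table corresponds to 18977 genes tested. All 2242 p-values of the authors' deposited table equalled, within 1%, those of an exact negative binomial test of the recovered reads with a dispersion of 0.01. With 1 library per group the dispersion cannot be estimated and has to be assumed. At an assumed dispersion of 0.04, 1965 of the listed genes had an unadjusted p under 0.05 in the same exact test, and at 0.16 this held for 193 genes. CDK5RAP2 had p = 0.0131 at 0.04 and p = 0.217 at 0.16 in this exact test, whereas HEXIM1 had p = 0.0024 at 0.16. Such a test compares the 2 libraries and not the conditions. On libraries simulated at a dispersion of 0.16 it gave p under 0.05 for 26% of 100 genes at a true 2-fold. A larger p at 0.16 is therefore not evidence against a gene near 2-fold.

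**Figure D4:**
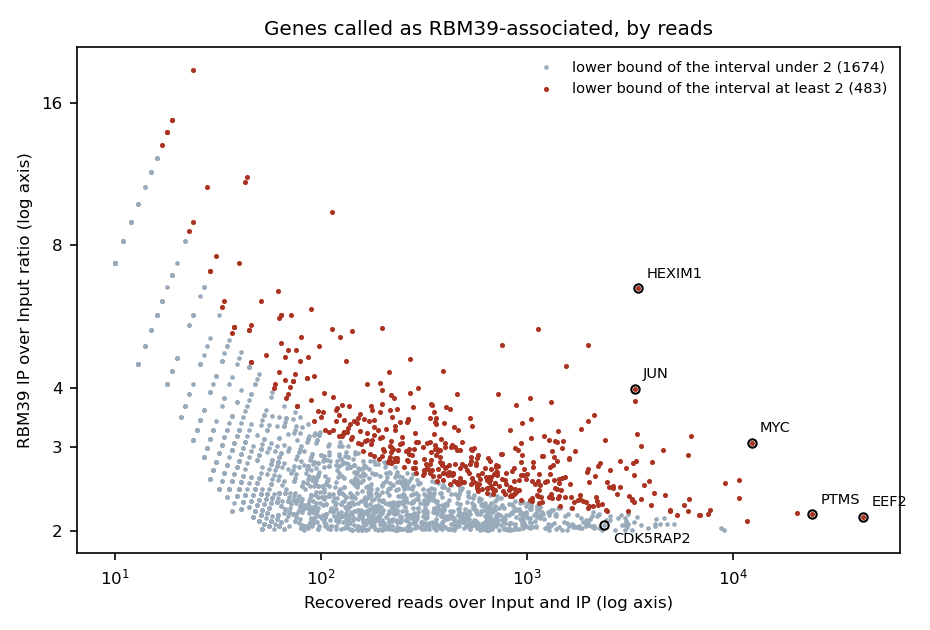
IP over Input ratio against the recovered reads of both libraries, 1 point per listed gene with Input reads, both axes log. Red marks the 483 genes whose 95% exact interval lies at 2 or above and grey the other 1674, and black circles mark named genes. The lower edge of the points lies at 2 for genes with many reads and at higher ratios for genes with few.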

**D** Schematic representation of pre-MARK2, pre-OBSL1, pre-ZNF35 and pre-FRMD8 alternative splicing. Exons were represented by green, red and blue rectangles, introns by black lines, and splicing patterns by dashed lines.

**E,F** RT-qPCR was used to detect the effect of RBM39 knockdown (E) or MORC2 knockdown (F) on MARK2 L, MARK2 S, OBSL1 L and OBSL1 S mRNA expression. n=3, \* $P < 0.05$ , n.s indicates no significance.

**G,H** RT-qPCR was used to detect the effect of RBM39 knockdown (G) or MORC2 knockdown (H) on ZNF35 L, ZNF35 S, FRMD8 L and FRMD8 S mRNA expression. n=3, \* $P < 0.05$ , n.s indicates no significance.

## Supplementary Fig. S3

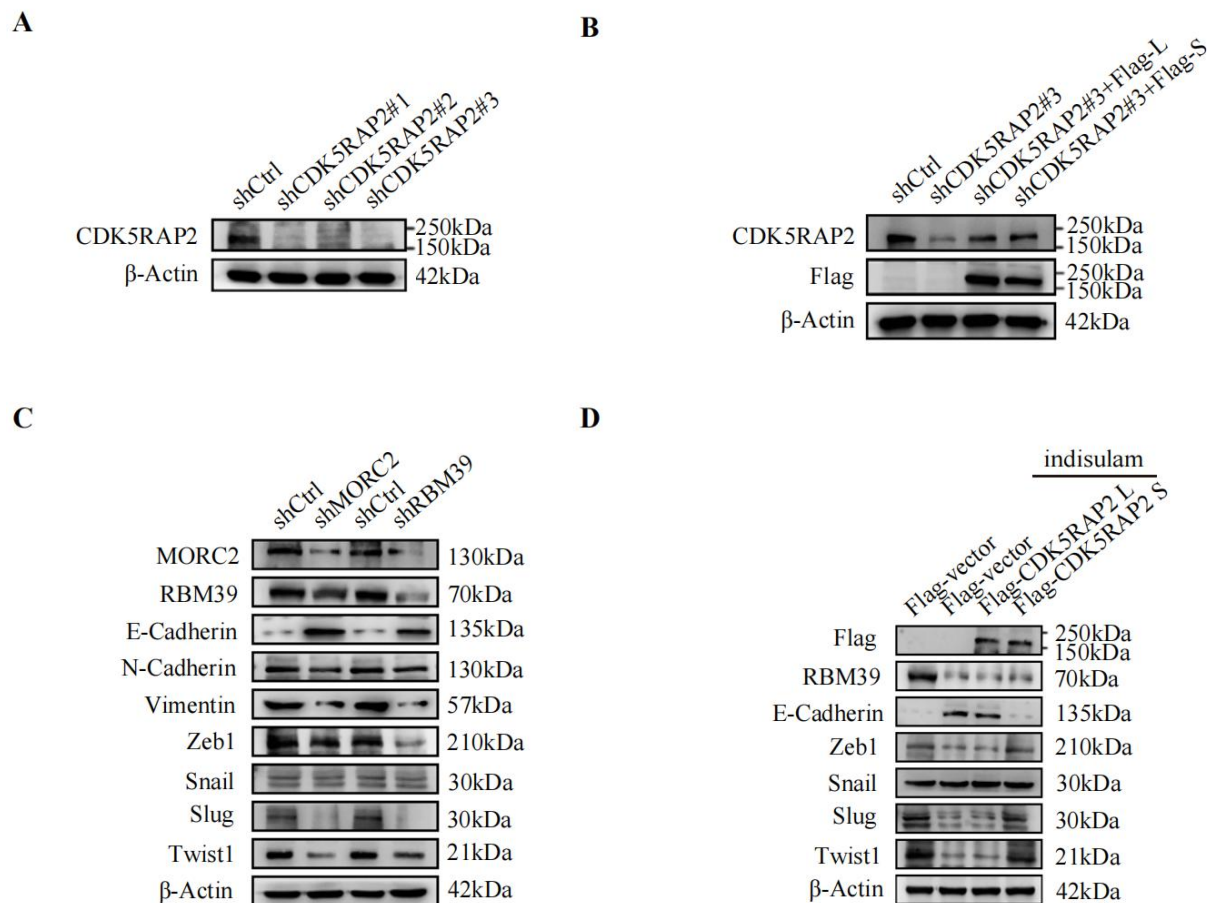

**Fig. S3 MORC2 and RBM39 promote EMT of colon cancer cells.**

**A,B** Stable CDK5RAP2 silencing SW480-luc cell lines were constructed by lentivirus-mediated shRNA, and western blot was used to detect CDK5RAP2 expression (A). Based on CDK5RAP2 knockdown cells (shCDK5RAP2#3), stable CDK5RAP2 L (shCDK5RAP2#3 + Flag-L) or CDK5RAP2 S (shCDK5RAP2#3 + Flag-S) overexpression cell lines were constructed by lentiviral infection, western blot was used to detect CDK5RAP2 expression (B).

**C** Western blot analysis of the indicated protein expression in SW620 cells after knockdown of MORC2 or RBM39.

**D** Western blot analysis of the indicated protein expression in SW480 cells transfected with Flag-vector, Flag-CDK5RAP2 L and Flag-CDK5RAP2 S treated by indisulam or not.

## Supplementary Fig. S4

| Symbol    | Abundances  | Symbol | Abundances |
|-----------|-------------|--------|------------|
| SRSF6     | 516674891.5 | TF     | 9229543    |
| UTY       | 147102448   | COL4A4 | 9129127    |
| RBM42     | 119530464.9 | RNH1   | 6892056    |
| ROS1      | 18405084    | PHF8   | 6211977.5  |
| ZRSR2     | 18211976    | SRPK1  | 5699964.5  |
| PDS5B     | 16260709    | AP2B1  | 5365967.2  |
| KIAA1549L | 15323272    | CLPB   | 4900988    |
| RAB11A    | 12743687    | POP1   | 4799666.5  |
| DNAH10    | 12497474    | TRIM41 | 4701743.5  |
| TLK2      | 11133803.8  | IQCE   | 4575859    |
| NANS      | 10746723    | DDOST  | 4524424.6  |
| PCBP3     | 10654685    | WASHC4 | 4466407    |
| ASCC2     | 10395770.4  | CEP85L | 4081164.8  |
| BT3.3     | 9948699     | EIF4A2 | 4026373.8  |
| NACA      | 9449798     | PB1    | 4026143.5  |

**Fig. S4 Top 30 proteins interacting with CDK5RAP2 S.**

Top 30 proteins interacting with CDK5RAP2 S by MS analysis were ranked by abundances.

## Supplemental Tables

**Supplementary Table 1: Information of 26 skipped exon events regulated upon RBM39 and MORC2 in shRBM39 RNA-seq.**

| Gene name     | AS type | AS feature          | Skipped exon | Skipped exon length | GC content | Previous/ downstream length | <i>P</i> value |
|---------------|---------|---------------------|--------------|---------------------|------------|-----------------------------|----------------|
| MTSS1L        | SE      | 70679314-70679323   | 7            | 9 bp                | 44.44%     | 306 bp/905 bp               | 1.61E-12       |
| CHAF1A        | SE      | 4408902-4409759     | 3            | 857 bp              | 53.91%     | 2,940 bp/8,260 bp           | 1.04E-11       |
| PLEC          | SE      | 143922503-143925884 | 31           | 3,381 bp            | 70.98%     | 899 bp/108 bp               | 9.40E-09       |
| MARK2         | SE      | 63903985-63904147   | 15           | 162 bp              | 69.14%     | 827 bp/638 bp               | 0.000008       |
| DAXX          | SE      | 33321718-33321977   | 2            | 256 bp              | 57.42%     | 887 bp/151 bp               | 0.000033       |
| PPP1R18       | SE      | 30684407-30686046   | 1b           | 1,639 bp            | 62.23%     | -/5,018 bp                  | 0.000292       |
| PI4KB         | SE      | 151326171-151326373 | 2            | 202 bp              | 48.51%     | 897 bp/9,662 bp             | 0.000318       |
| ASXL1         | SE      | 32429900-32430053   | 8            | 153 bp              | 71.24%     | 469 bp/1,267 bp             | 0.00032        |
| FAM95C        | SE      | 38541455-38541562   | -            | -                   | -          | -                           | 0.000416       |
| ZNF35         | SE      | 44652556-44652701   | 3            | 145 bp              | 51.72%     | 1,297 bp/5,999 bp           | 0.001031       |
| SCRIB         | SE      | 143807551-143807614 | 16           | 63 bp               | 53.97%     | 994 bp/538 bp               | 0.002241       |
| CDK5RAP2      | SE      | 120407011-120407248 | 32           | 237 bp              | 60.34%     | 1,098 bp/2,898 bp           | 0.002824       |
| RGS19         | SE      | 64076856-64076954   | 2            | 98 bp               | 67.35%     | 2,918 bp/210 bp             | 0.002863       |
| MTA1          | SE      | 105449358-105449409 | 4            | 51 bp               | 66.67%     | 3,847 bp/648 bp             | 0.003497       |
| GORASP1       | SE      | 39102677-39102881   | 3            | 204 bp              | 59.31%     | 591 bp/1,575 bp             | 0.003668       |
| TCF20         | SE      | 42168608-42168736   | 5            | 128 bp              | 64.84%     | 1,110 bp/7,250 bp           | 0.004238       |
| CTD-2270P14.1 | SE      | 2671594-2672570     | -            | -                   | -          | -                           | 0.007867       |
| GOLGA2P7      | SE      | 84204176-84204331   | 4            | 155 bp              | 62.09%     | 94 bp/90 bp                 | 0.008723       |
| AXIN1         | SE      | 291189-291297       | 9            | 108 bp              | 67.59%     | 2,190 bp/1,582 bp           | 0.011628       |
| FRMD8         | SE      | 65393572-65393674   | 4            | 102 bp              | 65.69%     | 4,044 bp/366 bp             | 0.012389       |
| FRMD4A        | SE      | 13663452-13663509   | 19           | 57 bp               | 49.12%     | 2,587 bp/2,899 bp           | 0.018825       |
| ADGRB2        | SE      | 31742837-31743002   | 7            | 165 bp              | 72.73%     | 1,190 bp/620 bp             | 0.022458       |
| SBF1          | SE      | 50457033-50457111   | 29           | 78 bp               | 71.79%     | 2,143 bp/360 bp             | 0.030108       |
| BRF1          | SE      | 105241264-105241414 | 6            | 150 bp              | 62.67%     | 11,092 bp/12,351 bp         | 0.036708       |
| OBSL1         | SE      | 219557342-219557618 | 12           | 276 bp              | 71.38%     | 204 bp/619 bp               | 0.044494       |
| ARVCF         | SE      | 19971215-19971335   | 19           | 120 bp              | 70.00%     | 550 bp/472 bp               | 0.044776       |

**Supplementary Table 3: Information of plasmids, lentivirus and siRNA.**

| <b>Plasmids</b>             | <b>Source</b>            | <b>Identifier</b> |
|-----------------------------|--------------------------|-------------------|
| Flag-MORC2                  | This paper               | N/A               |
| His-RBM39                   | Sino Biological          | Cat# HG19470-NH   |
| His-RBM39- $\Delta$ RS      | Sangon Biotech           | N/A               |
| His-RBM39- $\Delta$ RRM1    | Sangon Biotech           | N/A               |
| His-RBM39- $\Delta$ RRM2    | Sangon Biotech           | N/A               |
| His-RBM39- $\Delta$ UHM     | Sangon Biotech           | N/A               |
| pGEX-4T-2-RBM39             | This paper               | N/A               |
| Flag-RBM39-FL               | This paper               | N/A               |
| Flag-RBM39- $\Delta$ RS     | This paper               | N/A               |
| Flag-RBM39- $\Delta$ RRM1   | This paper               | N/A               |
| Flag-RBM39- $\Delta$ RRM2   | This paper               | N/A               |
| Flag-RBM39- $\Delta$ UHM    | This paper               | N/A               |
| Flag-CDK5RAP2 L             | Sino Biological          | Cat# HG30038-NF   |
| Flag-CDK5RAP2 S             | Sino Biological          | Cat# HG19407-NF   |
| CDK5RAP2 minigene           | BGI                      | N/A               |
| Myc-PHF8                    | Sino Biological          | Cat# HG19177-NM   |
| Slug promoter reporter      | gift from Dr. Ceshi Chen | N/A               |
| <b>Lentivirus and siRNA</b> | <b>Source</b>            | <b>Identifier</b> |
| Lentivirus                  | GeneChem                 | N/A               |
| siPHF8                      | GenePharma               | N/A               |

**Supplementary Table 4: Primers used for quantification of mRNA and genome DNA.**

| RT-primers       | Primer sequence           |
|------------------|---------------------------|
| RBM39-F          | GTTCGTCGATGTTAGCTCAGTGC   |
| RBM39-R          | AGCCTCATAGGTCCAGCACTTC    |
| MORC2-F          | GGAGGTTCTTCTCCCAAAGTC     |
| MORC2-R          | CAGAAACTGCGACACTCCGCTT    |
| CDK5RAP2-F       | ACCGATCAAACTGCACTCAGC     |
| CDK5RAP2-R       | GGATTGGCAAGCGGGACTTCTT    |
| CDK5RAP2 L(S)-F1 | TGGAACGGCAAGGATCTGAA      |
| CDK5RAP2 L(S)-R1 | TCACTGCCTGGGAGGAATCA      |
| CDK5RAP2 L(S)-F2 | GGTGCAGGAGGAGGTGAAGTTGAGG |
| CDK5RAP2 L(S)-R2 | CTGATTTTGGTGTCCTGCCTGGGA  |
| CDK5RAP2 L-F     | CTCTGCAGAGCAGGCTCAAGG     |
| CDK5RAP2 L-R     | CTGATTTTGGTGTCCTGCCT      |
| CDK5RAP2 S-F     | GACTGAGAGAGGCGTCGGGAG     |
| CDK5RAP2 S-R     | GGAGACTGAGAGAGGCGTCGG     |
| MARK2 L-F        | CCTAACCATGCCAGGGTCCCG     |
| MARK2 L-R        | GGGAGGCAACAGGGACACGCT     |
| MARK2 S-F        | CAAAGACAGCACAGCCCCCA      |
| MARK2 S-R        | TCACACCGTAGGGCAAATTCT     |
| OBSL1 L-F        | AGACGAGGGTTCGGAGACCC      |
| OBSL1 L-R        | CGCACAGGTACTCCCCAGCGT     |
| OBSL1 S-F        | AGGTGGCTGAGCCACTGCTGG     |
| OBSL1 S-R        | TTGAACCATCTGGGCCATCT      |
| ZNF35 L-F        | GGTCAGAACATATCCTGGGAT     |
| ZNF35 L-R        | CTAGAAAGTTCATGGTCCCAT     |
| ZNF35 S-F        | GAAGAAAAGGTGCTGAAACCA     |
| ZNF35 S-R        | TTCTCTCTTTATTCTCTGCCT     |
| FRMD8 L-F        | AGGTGCAGCTGAAACCCAAGC     |
| FRMD8 L-R        | CTGGAGCTCCCGCCGCTTTGG     |
| FRMD8 S-F        | CTCTGCTGGATGAGCCTTTCC     |
| FRMD8 S-R        | CTGGAGCTCCCGCCGCTTTGG     |

|              |                         |
|--------------|-------------------------|
| Slug-F       | ATCTGCGGCAAGGCGTTTTCCA  |
| Slug-R       | GAGCCCTCAGATTGACCTGTC   |
| Snail-F      | TGCCCTCAAGATGCACATCCGA  |
| Snail-R      | GGGACAGGAGAAGGGCTTCTC   |
| Zeb1-F       | GGCATAACCTACTCAACTACGG  |
| Zeb1-R       | TGGGCGGTGTAGAATCAGAGTC  |
| Twist1-F     | GCCAGGTACATCGACTTCCTCT  |
| Twist1-R     | TCCATCCTCCAGACCGAGAAGG  |
| E-Cadherin-F | AGCCCCGCCTTATGATTCTC    |
| E-Cadherin-R | TGCCCCATTTCGTTCAAGTAGTC |
| N-Cadherin-F | AGCCAACCTTAACTGAGGAGT   |
| N-Cadherin-R | GGCAAGTTGATTGGAGGGATG   |
| PHF8-F       | GGACACATACAGTCATCAGGCAC |
| PHF8-R       | GGCTCTCATTTCATCAAGGTCC  |
| β-Actin-F    | CACCATTTGGCAATGAGCGGTTC |
| β-Actin-R    | AGGTCTTTGCGGATGTCCACGT  |

| Construct primers  | Primer sequence                              |
|--------------------|----------------------------------------------|
| pGEX-4T-2-RBM39-F  | CGCGGATCCATGGCAGACGATATTGAT                  |
| pGEX-4T-2-RBM39-R  | CCGCTCGAGTCGTCTACTTGGAACCAG                  |
| Flag-RBM39-F       | CGCGGATCCATGGCAGACGATATTGAT                  |
| Flag-RBM39-R       | CCGCTCGAGTCGTCTACTTGGAACCAG                  |
| Flag-RBM39-ΔRS-F   | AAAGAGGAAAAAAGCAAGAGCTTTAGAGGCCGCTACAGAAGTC  |
| Flag-RBM39-ΔRS-R   | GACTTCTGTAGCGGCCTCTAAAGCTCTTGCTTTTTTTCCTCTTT |
| Flag-RBM39-ΔRRM1-F | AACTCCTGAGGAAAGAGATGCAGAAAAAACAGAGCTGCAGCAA  |
| Flag-RBM39-ΔRRM1-R | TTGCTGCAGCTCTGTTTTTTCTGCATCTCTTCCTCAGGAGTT   |
| Flag-RBM39-ΔRRM2-F | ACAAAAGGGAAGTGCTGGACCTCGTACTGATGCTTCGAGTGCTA |
| Flag-RBM39-ΔRRM2-R | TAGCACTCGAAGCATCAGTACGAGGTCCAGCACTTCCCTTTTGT |
| Flag-RBM39-ΔUHM-F  | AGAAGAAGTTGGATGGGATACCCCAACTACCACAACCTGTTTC  |
| Flag-RBM39-ΔUHM-R  | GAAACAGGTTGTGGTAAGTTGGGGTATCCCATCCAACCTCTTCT |
| CHIP-PCR-primers   | Primer sequence                              |
| Slug promotor P1-F | GATCTGTGCAGTGCACCCTC                         |
| Slug promotor P1-R | AGAAGAGTGTTAGACAATGTTTTGG                    |

|                     |                           |
|---------------------|---------------------------|
| Slug promotor P2-F  | TTGTTGTGAATAGACTGTGTAGAGT |
| Slug promotor P2-R  | CAGTTTTCTAAGCTTGCTACTCTAT |
| Slug promotor P3-F  | CCTCTGGCTTTTACTCCAGGTT    |
| Slug promotor P3-R  | GGGCACTCACAGATTTCTTAAG    |
| Slug promotor P4-F  | CACCTCACCTCCAAACACA       |
| Slug promotor P4-R  | CTAAAAGAATAAGGAAAGACAAAT  |
| Slug promotor P5-F  | CAAAAGATAGGGATAAAAGTCTGCA |
| Slug promotor P5-R  | GCTAAAAAAGAAATTGAAGGATATT |
| Slug promotor P6-F  | AGCATTATACAGGAACTGGTAGAT  |
| Slug promotor P6-R  | TCTCTCACACTTTTGACAAGAGATC |
| Slug promotor P7-F  | ATGTCCGGTGGTTCCAAAT       |
| Slug promotor P7-R  | TACTCAGGGCTTCCGCGAA       |
| Slug promotor P8-F  | TGAGTAGCGCAGCGCCCT        |
| Slug promotor P8-R  | ATGAGAGCCTATATTTGGAAGTGGC |
| Slug promotor P9-F  | TAACACCAGAGGCTGGCCT       |
| Slug promotor P9-R  | TTTCAAGAGAGGTAACCTCGCT    |
| Slug promotor P10-F | TACTTAAACACTTTTTTTCCTCTCC |
| Slug promotor P10-R | AACTGAGCCCGTTTTGGCT       |

---

**Supplementary Table 5: Information of antibody and chemical reagent.**

| <b>Antibodies</b>       | <b>Source</b>             | <b>Identifier</b>                  |
|-------------------------|---------------------------|------------------------------------|
| MORC2 (WB and Co-IP)    | Abcam                     | Cat# ab14429; RRID: AB_301210      |
| MORC2 (IHC)             | NOVUS                     | Cat# NBP1-89295; RRID: AB_11036440 |
| RBM39                   | Abcam                     | Cat# ab25801; RRID: AB_2936825     |
| CDK5RAP2                | Abcam                     | Cat# ab70213; RRID: AB_1209656     |
| E-Cadherin              | Proteintech               | Cat# 20874-1-AP; RRID: AB_10697811 |
| N-Cadherin              | Proteintech               | Cat# 22018-1-AP; RRID: AB_2813891  |
| Vimentin                | ZENBIO                    | Cat# R22775; RRID: AB_2895079      |
| Zeb1                    | Proteintech               | Cat# 21544-1-AP; RRID: AB_10734325 |
| Snail                   | Proteintech               | Cat# 13099-1-AP; RRID: AB_2191756  |
| Slug (WB)               | Proteintech               | Cat# 12129-1-AP; RRID: AB_2191889  |
| Slug (IHC)              | ABclonal                  | Cat# A13352; RRID: AB_2760210      |
| Twist1                  | Proteintech               | Cat# 25465-1-AP; RRID: AB_2880093  |
| PHF8                    | Abcam                     | Cat# ab280887; RRID: AB_2936826    |
| H3K9me1                 | ABclonal                  | Cat# A2358; RRID: AB_2721265       |
| H3K9me2                 | ABclonal                  | Cat# A2359; RRID: AB_2764319       |
| H3K9me3                 | ABclonal                  | Cat# A2360; RRID: AB_2721266       |
| H3K27me2                | ABclonal                  | Cat# A2362; RRID: AB_2764322       |
| H3K4me3                 | ABclonal                  | Cat# A2357; RRID: AB_2631278       |
| H4K20me1                | ACTIVE MOTIF              | Cat# 39728; RRID: AB_2615074       |
| Flag-tag (Co-IP)        | Proteintech               | Cat# 66008-4-Ig; RRID: AB_2918475  |
| Flag-tag (WB)           | Abmart                    | Cat# M20008; RRID: AB_2713960      |
| His-tag (Co-IP)         | Proteintech               | Cat# 66005-1-Ig; RRID: AB_11232599 |
| His-tag (WB)            | GenScript                 | Cat# A00186; RRID: AB_914704       |
| Myc-tag                 | GenScript                 | Cat# A00704; RRID: AB_914461       |
| Lamin B1                | Proteintech               | Cat# 12987-1-AP; RRID: AB_2136290  |
| $\beta$ -Tubulin        | Proteintech               | Cat# 10094-1-AP; RRID: AB_2210695  |
| $\beta$ -Actin          | Cell Signaling Technology | Cat# 3700; RRID: AB_2242334        |
| <b>Chemical reagent</b> | <b>Source</b>             | <b>Identifier</b>                  |
| DH5a Competent Cells    | TaKaRa                    | Cat# 9057                          |
| BL21 Competent Cells    | TaKaRa                    | Cat# 9126                          |

|                                                                 |                |               |
|-----------------------------------------------------------------|----------------|---------------|
| Indisulam                                                       | MedChemExpress | Cat# HY-13650 |
| Daminozide                                                      | MedChemExpress | Cat# HY-13643 |
| D-Luciferin (potassium salt)                                    | GLPBIO         | Cat# GC43496  |
| Magna RIP RBP immunoprecipitation Kit                           | Millipore      | Cat# 17-700   |
| TNT <sup>®</sup> Quick Coupled Transcription/Translation System | Promega        | Cat# L1170    |
| PrimeScript RT Reagent Kit                                      | TaKaRa         | Cat# RR037A   |
| SYBR Premix Ex TaqII                                            | TaKaRa         | Cat# RR820A   |

**Supplementary Table 6: Clinical colorectal cancer tissue sample information.**

**Supplementary Table 7: Abbreviations list.**

| <b>Abbreviation</b>              | <b>Full Name</b>                                                  |
|----------------------------------|-------------------------------------------------------------------|
| ACN                              | acetonitrile                                                      |
| AML                              | myeloid leukemia                                                  |
| ArgBP2                           | Arg Kinase-binding protein 2                                      |
| AS                               | alternative splicing                                              |
| BIN1                             | bridging integrator 1                                             |
| BLI                              | bioluminescence imaging                                           |
| CAIX                             | carbonic anhydrase IX                                             |
| CDK5RAP2                         | cyclin-dependent kinase 5 regulatory subunit associated protein 2 |
| ChIP                             | chromatin immunoprecipitation                                     |
| Co-IP                            | Co-Immunoprecipitation                                            |
| CRC                              | colorectal cancer                                                 |
| DCAF15                           | DDB1 and CUL4 associated factor 15                                |
| DFS                              | disease free survival                                             |
| DHX9                             | DExH-box helicase 9                                               |
| DTT                              | dithiothreitol                                                    |
| ECL                              | enhanced chemiluminescence                                        |
| EMT                              | epithelial-mesenchymal transition                                 |
| FBS                              | fetal bovine serum                                                |
| FRMD8                            | FERM domain containing 8                                          |
| GST                              | glutathione-s-transferase                                         |
| hnRNPM                           | Heterogeneous Nuclear Ribonucleoprotein M                         |
| IAA                              | iodoacetamide                                                     |
| IHC                              | immunohistochemistry                                              |
| IPTG                             | isopropyl $\beta$ -D-1-thiogalactopyranoside                      |
| MARK2                            | microtubule affinity regulating kinase 2                          |
| MORC2                            | MORC family CW-type zinc finger 2                                 |
| NH <sub>4</sub> HCO <sub>3</sub> | ammonium bicarbonate                                              |
| NONO                             | non-POU domain containing octamer binding                         |
| OBSL1                            | obscurin like cytoskeletal adaptor 1                              |
| PCM                              | pericentriolar matrix                                             |
| PCNT                             | pericentrin                                                       |
| PUF60                            | poly(U) binding splicing factor 60                                |

|        |                                            |
|--------|--------------------------------------------|
| PHF8   | PHD finger protein 8                       |
| RBM39  | RNA binding motif protein 39               |
| RBP    | RNA-binding protein                        |
| RIP    | RNA immunoprecipitation                    |
| SE     | skipped exon                               |
| SF3B1  | splicing factor 3b subunit 1               |
| SFPQ   | splicing factor proline and glutamine rich |
| Slug   | snail family transcriptional repressor 2   |
| SRSF6  | serine and arginine rich splicing factor 6 |
| Snail  | snail family transcriptional repressor 1   |
| TFA    | Trifluoroacetic acid                       |
| TRIM27 | tripartite motif containing 27             |
| Twist1 | twist family bHLH transcription factor 1   |
| U2AF65 | U2 small nuclear RNA auxiliary factor 2    |
| Zeb1   | zinc finger E-box binding homeobox 1       |
| ZNF35  | zinc finger protein 35                     |
| ZO-1   | tight junction protein 1                   |

---

# Supplementary material for: MORC2 regulates RBM39-mediated CDK5RAP2 alternative splicing to promote EMT and metastasis in colon cancer
**Source:** Cell Death Dis. 2024 Jul 24;15(7):530. doi: 10.1038/s41419-024-06908-y

**Figure 1C**

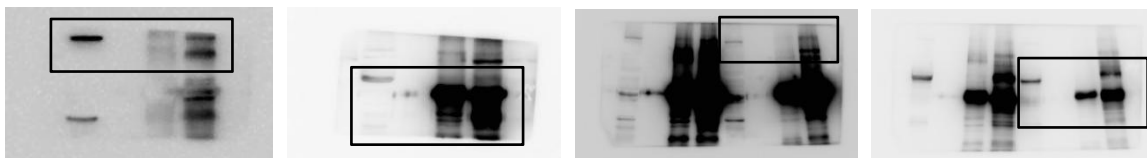

**Figure 1D**

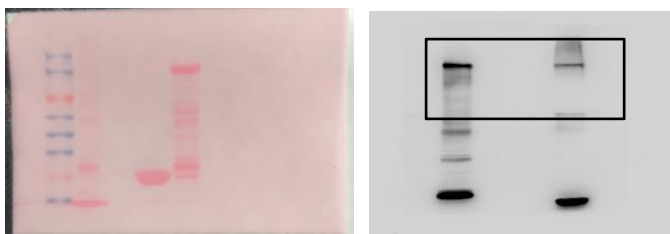

**Figure 1E**

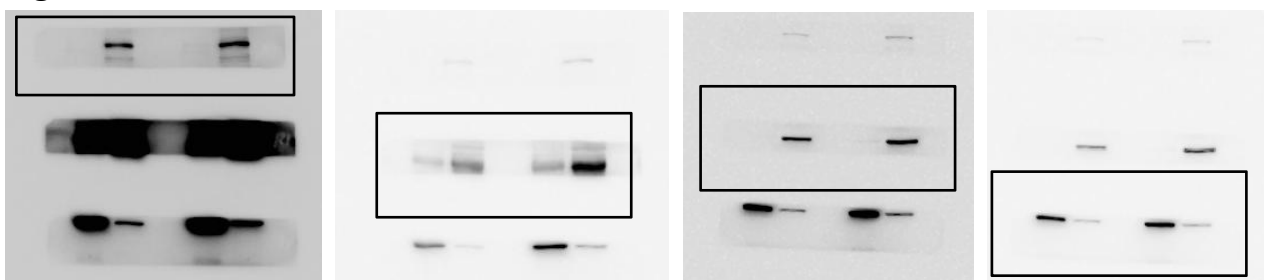

**Figure 1F**

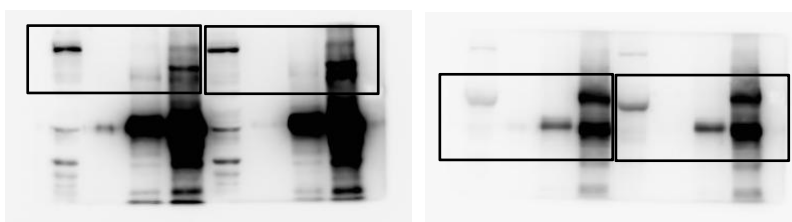

**Figure 1H**

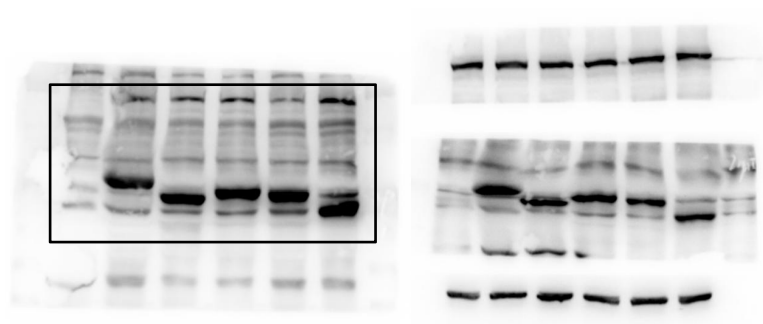

**Figure 2C**

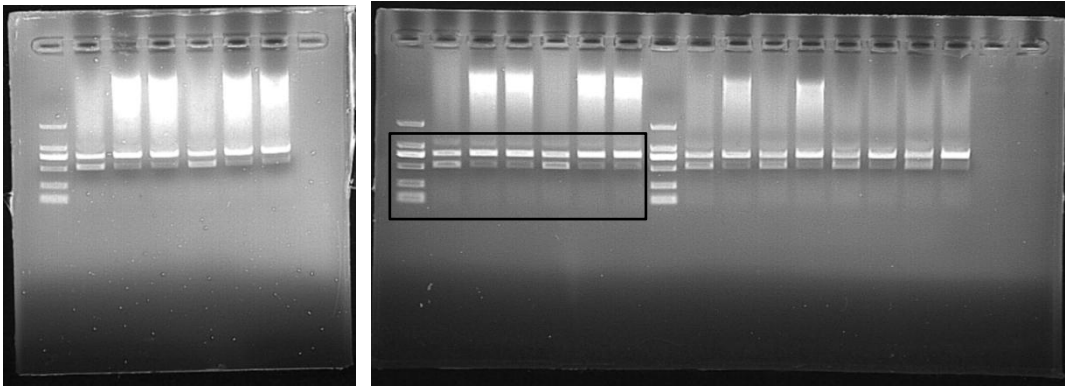

**Figure 2F**

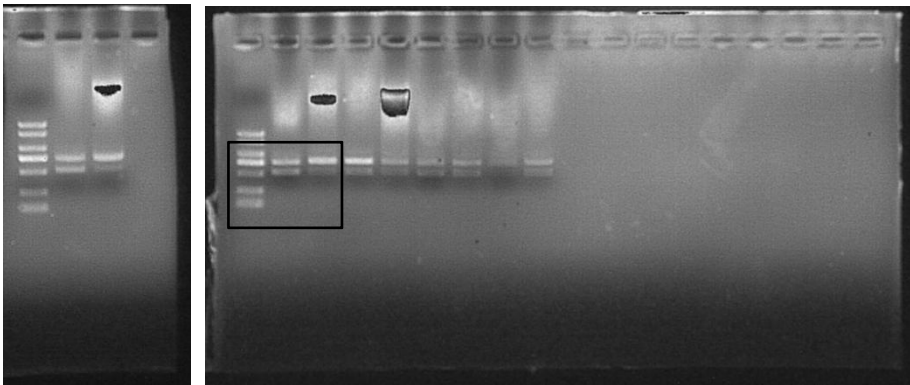

**Figure 3E**

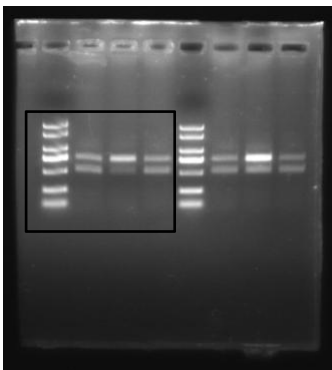

**Figure 3H**

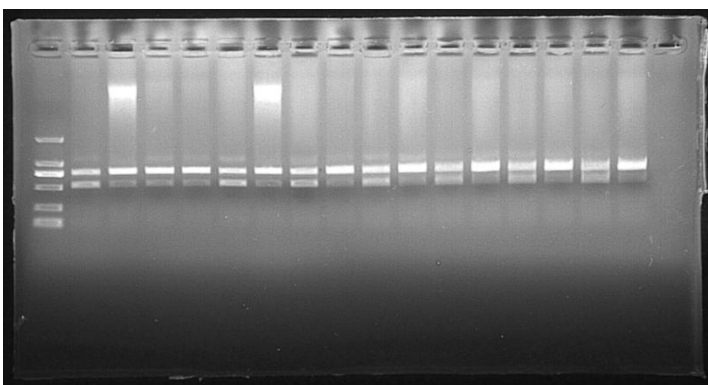

**Figure 4B**

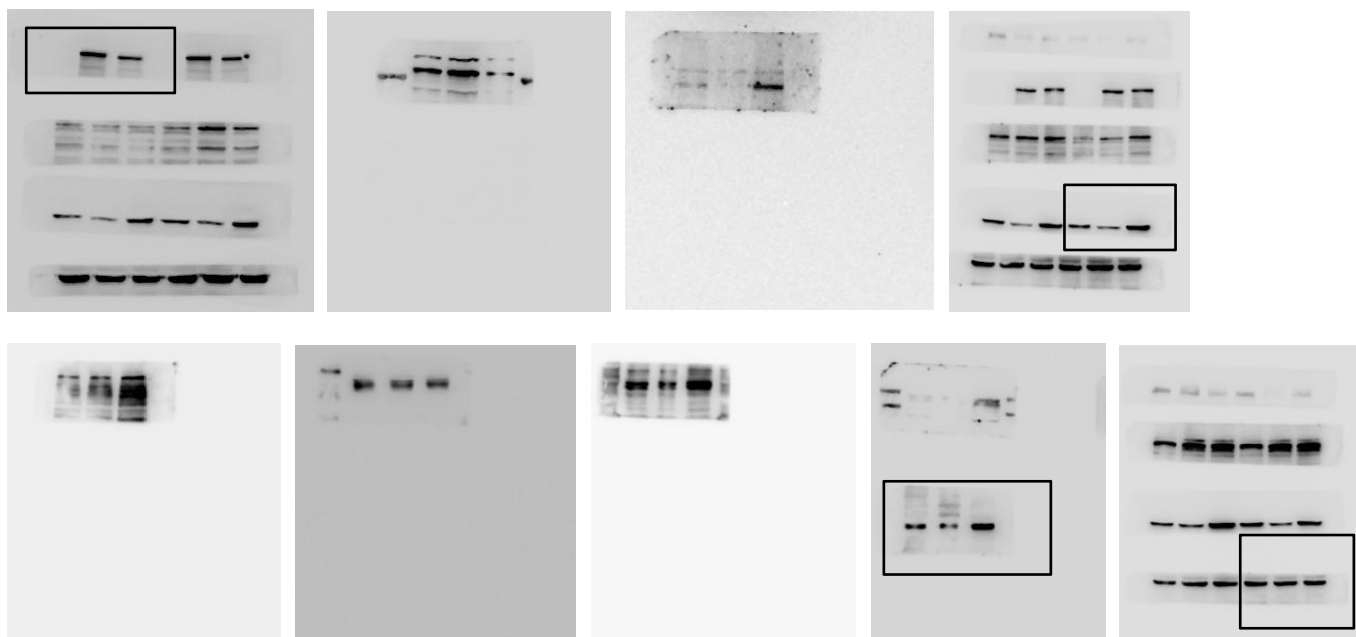

**Figure 4H**

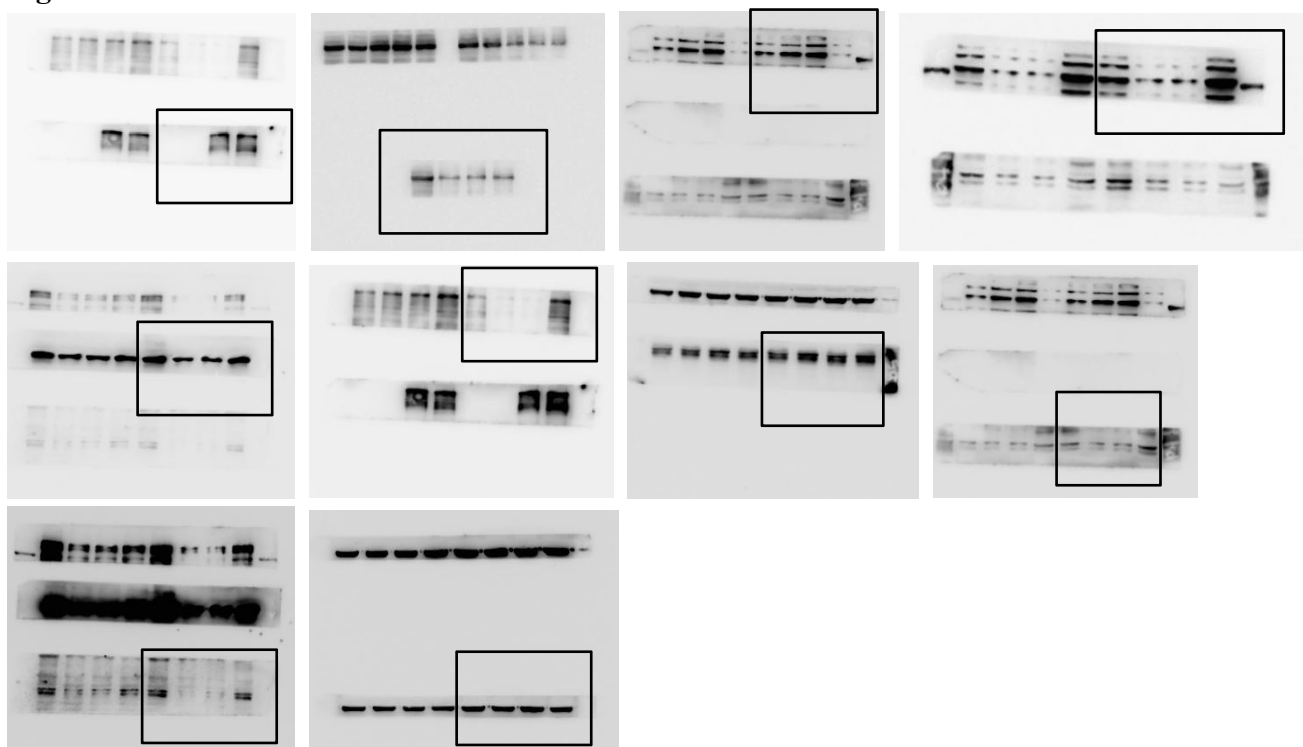

**Figure 4I**

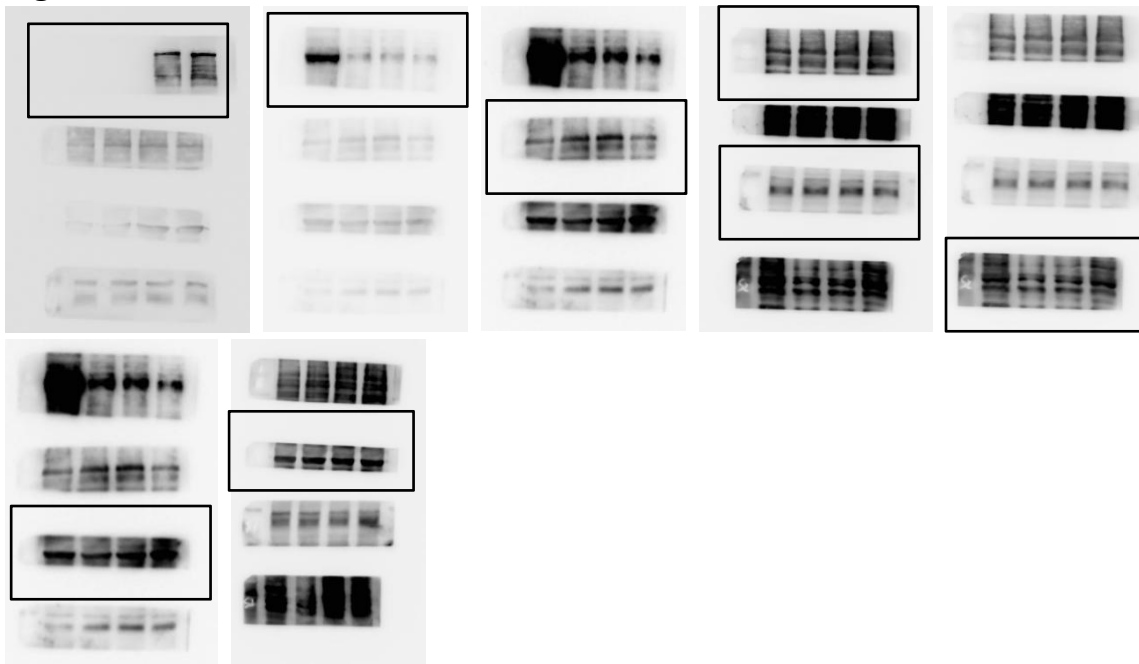

How the deposited data were processed for this re-analysis (not part of the article)

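The data were RIP-seq libraries of SW480 cells, 1 Input library and 1 library of RNA precipitated with an RBM39 antibody, in 1 deposited table of 2242 genes. Each library was mapped to its group by the submitters' labels, and no sample was left unmapped. FastQC and Trimmomatic and the build GRCh38 are named in the submitters' processing notes, without versions. The aligner, the counting tool, the annotation and the strand setting are not given in the sources used here. The table holds only genes that the authors called, and all of them have a log2 fold change of at least 1 and an unadjusted p under 0.05 in the authors' columns.

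The values of each library are RPKM computed by the authors, that is, reads scaled to the length of the gene and to the total of the library. The axes of Supplementary Fig. S2B are labelled as log2 TPM, but the deposited values solve to whole reads and whole gene lengths as RPKM. The log2 fold change of IP over Input was computed by the authors with a prior count of 0.125 added to each library. The p-value and the FDR of each gene are from the authors' test. Their mean log2 level served only for a first guess of the IP library total. No other value columns were present, and 0 columns were left out for lack of a sample.

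Reads were recovered from the deposited RPKM and the authors' log2 fold change, taking the library totals and gene lengths that made all values whole. The IP total was searched only near its first guess. The largest distance from a whole read was 6.6e-06 in Input and 1.7e-05 in IP, at a tolerance of 0.0001. Gene lengths came out whole for all 2242 genes, with a median of 3748.5 bp. These recovered reads served for intervals, for filters on reads and for an exact negative binomial test of both libraries at dispersions of 0.01, 0.04 and 0.16.

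The count of RBM39-associated genes was taken at a ratio of at least 2 with at least 0.1 RPKM in both libraries, which gave 2124 genes. The design, written before the table was seen, allowed for counts or for normalized values, and the branch for normalized values was used as the main setting. The ratio of RPKM equals the ratio of reads scaled by library totals, because the gene length cancels. Its 95% exact interval is the Clopper-Pearson interval of the split of reads between the libraries, scaled by the totals. No interval of this kind holds the spread between replicate immunoprecipitations.

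The rule for naming genes took those of the paper, of Supplementary Table 1 and of the known RBM39 partners. It took the 10 genes with the highest and the 10 with the lowest ratio among genes at 1 RPKM or more in both libraries. The 10 with the highest IP level were added. So were up to 4 members of each other gene group, with the largest ratios at 1 RPKM or more. The text names only some of these genes, and the rule did not set which ones. The rule ranks by the bound of the interval nearest to 1 where counts are given. Since reads could be recovered, the 10 genes with the highest lower bound were taken as well. Other genes named in the text fall outside the rule and were chosen after their values were seen.

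Genes were matched to GENCODE v44 by name or older symbol for exon number, GC content and type, which gave 1806 matches (80.6%). Of the 436 genes without a match 406 carried clone names. Skipped exons of Supplementary Table 1 and the sites of Fig. 3G were located in the GRCh38 sequence, with positions counted from 1. Correlations across genes are Spearman's rho with bootstrap intervals, and genes are not independent replicates.

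Recovery, intervals and the exact test were also tested on simulated data. Recovery returned 100% of 2242 simulated genes. The 95% intervals held the true ratio for 95.2% of 2042 unchanged genes, 98% of 100 genes at 2-fold and 92% of 100 genes at 3-fold. These counts were simulated at the read levels of the listed genes, with counting error only. Simulated genes were not selected by their ratio, so the check does not cover the selection of listed genes at 2-fold or more. At a dispersion of 0.01 the exact test gave p under 0.05 for 3.92% of the unchanged genes. Alternatives were the filter on low values, the fold line, the lower bound of the interval, a pseudocount of 1 RPKM, protein-coding genes alone and the recovered reads. Rescaling of the libraries and comparison with random gene lists were not run, since both need the genes that were not called. The RNA-seq data of the knockdowns were not used here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.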

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

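The pattern of single-exon genes below was noticed in these values, and the pattern of reads was noticed in the same way. The tests of both and their limits were written down before the test values were computed. The test on genes matched for Input level was chosen only after the results of the other tests were seen. After the value of the test on reads was seen, 2 stricter limits that also used its interval were tried, and the limit as first written was kept.

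The genes with the highest lower bounds of the IP over Input ratio lie outside those that the paper discusses for RIP-seq. That they lie above their Input level follows from the authors' call, which holds for every listed gene. HEXIM1, the P-TEFb inhibitor, had the highest lower bound, with 386 Input and 3070 IP reads and a ratio of 6.49 (95% exact interval 5.84 to 7.23). On the opposite strand, HEXIM2-AS1 overlaps 14.3% of the exon bases of HEXIM1. TIGD1, a transposase-derived gene, had a ratio of 5.34 (4.49 to 6.38), and 43.7% of its exon bases overlap CHRNG on the opposite strand. JRKL, also derived from a transposase, had a ratio of 4.93 (4.35 to 5.62) and IGFL4, an IGF-like family gene, of 4.93 (4.01 to 6.10). The AP-1 genes JUND and JUN had ratios of 4.44 and 3.98. Clone-named genes with fewer reads were RP3-465N24.5 at 11.2 (3.56 to 56.3) and RP11-77K12.9 at 5.37 (3.54 to 8.45), and 2 more with 104 and 40 IP reads had ratios of 9.43 (4.78 to 21.2) and 10.9 (3.47 to 55.0).

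Among the named genes HEXIM1, TIGD1, JUND and JUN have 1 exon in their canonical transcript. Of other named genes with 1 exon, JUNB had a ratio of 3.38. PCBP1 at 2.30 and HIST1H1E at 2.21 lay below the median of 2.43 over all listed genes with a ratio. Among the listed genes, those with a single exon had higher ratios as a class. Genes that were not called are not in the data, so this and the comparisons below hold for listed genes only. Over 191 single-exon and 1538 multi-exon genes with at least 0.1 RPKM, the median log2 ratio differed by 0.33 (95% bootstrap interval 0.26 to 0.37). The tables argue against low read numbers as the whole cause, since the difference was 0.31 (0.20 to 0.44) within quintiles of reads, and against GC content, since it was 0.33 (0.27 to 0.41) within quintiles of GC. Genomic DNA that adds a like RPKM to the exons of every gene would raise both classes alike at the same Input level. Among genes with at least 400 reads (49 single-exon and 557 multi-exon) the difference was 0.29 without matching and 0.29 (0.16 to 0.42) within quintiles of Input RPKM, which argues against such DNA for these genes, and the single-exon genes with fewer reads were not covered. The IP level above 2 times Input rose with the Input level over the single-exon genes (Spearman rho 0.696, 0.601 to 0.773), but this decides nothing about DNA, since genes listed for a ratio of at least 2 would show it in any case. What stays open includes whether the class differs in RBM39 binding or in how its RNA is recovered in any immunoprecipitation. An IgG library was not analysed here and no biological explanation was tested. The difference was also not separated from gene length. Log2 ratio had a rho of -0.32 (-0.36 to -0.28) with gene length over 2124 genes, and of -0.08 (-0.15 to 0.002) over the 636 with at least 400 reads.

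Listed genes with fewer reads had higher ratios, with a rho of -0.45 between log2 ratio and reads over 2124 genes. Among the 636 genes with at least 400 reads, where the 2-fold line alone decides the call, rho was -0.0204 (95% bootstrap interval -0.101 to 0.0557), inside the range of -0.1 to 0.1 that was set for it. The lower end of the interval lies just outside that range, and under 1 of the stricter limits tried later the test would have been undecided. The value of -0.0204 is consistent with counting noise under the calling threshold, which keeps a gene with few reads only where its ratio is high.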

How the results depend on the processing

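The authors' FDR, the dispersions of 0.04 and 0.16 and the limit of 400 reads were chosen after seeing the data. The 2124 RBM39-associated genes became 469 at 3-fold, 479 where the lower bound of the 95% interval had to reach 2, 1104 with a pseudocount of 1 RPKM, and 152 at an assumed dispersion of 0.16. A pseudocount shrinks the ratio of genes with low RPKM by construction, and a larger dispersion widens the error that the test allows. Of 100 genes simulated at a true 2-fold, the exact test gave p under 0.05 for 54% at a dispersion of 0.04. At 0.16 it did so for 26%, so failing there is not evidence against a gene near 2-fold. Other settings stayed within 1.5 times the main count, from 1550 protein-coding genes to 2242 genes with no filter, with 1658 at 1 RPKM or more, 1826 at an FDR under 0.05 and 1861 at a dispersion of 0.04. The 1.5-fold line left 2124 and adds nothing, since the table holds no gene under 2-fold. Of the 26 genes of Supplementary Table 1, 1 reached 3-fold, 7 had a lower bound of 2, 25 had an FDR under 0.05, 25 passed at a dispersion of 0.04 and 0 passed at 0.16. Libraries were also simulated at the read levels of the listed genes. At a simulated dispersion of 0.16, a test that assumed 0.01 called 10.8% of 2042 unchanged genes at least 2-fold higher. At 0.04 it called 2.25%. These shares hold for the read levels of listed genes and do not carry over to all genes that the authors tested. The negative relation of ratio with expression level turned to a rho of 0.0231 (-0.0582 to 0.0963) among genes with at least 400 reads, and the cause was not tested beyond the relation with reads. With a pseudocount, 3 of the 103 genes taken by the naming rule left their interval, namely CTD-2270P14.1, BRF1 and FRMD4A, all near 1 RPKM in Input. Of the gene groups, leukocyte markers and fibroblast and endothelial markers had 0 members at 1 RPKM in both libraries. TMM and median-of-ratios scaling and the percentile among random lists were not run, since they need genes that were not called. No paired analysis was possible because each group had 1 library. Depth limits most the 442 genes with fewer than 10 Input reads, of which 85 have 0 Input reads and no ratio.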

Differences from the paper's values

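Under the main settings no value that the paper gives for these data differed from the recomputed one by more than 1.5 times. No test in this part was chosen after seeing results. The 2242 listed genes match the number printed in Fig. 2A, and all 26 genes of Supplementary Table 1 were listed. Neither match is an independent check, since the list is the authors' own and the 26 genes were taken from it. Of 24 skipped exons placed on GRCh38, 23 had the length of Supplementary Table 1. The exon of DAXX has 259 bp from its coordinates, and the paper's value is 256 bp. GC content was within 0.01 percentage points for 21 exons. It was 57.9% for DAXX (the paper's value is 57.42%), 61.3% for GOLGA2P7 (the paper's value is 62.09%) and 64.7% for FRMD8 (the paper's value is 65.69%). The exon number was that of Supplementary Table 1 for 23 exons, the downstream intron for 24 and the upstream intron for 21. The intron upstream of exon 2 of RGS19 has 2339 bp in the canonical transcript, and the paper's value is 2918 bp. That of DAXX has 884 bp, and the paper's value is 887 bp. For PPP1R18 it has 1067 bp before exon 2, where the paper numbers the exon 1b and gives no length. Supplementary Fig. S2B labels its axes as TPM, whereas the deposited values are RPKM.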

Other observations

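The gene groups below were set before the data were examined. Several groups of abundant RNAs had no listed member. None of 78 ribosomal protein genes, 15 mitochondrially encoded genes, 26 nuclear lncRNAs such as MALAT1 and NEAT1, or 34 abundant small non-coding RNAs was in the authors' list. Other groups had some members listed. Replication histones had 4 of 57, with HIST1H2BE at an IP over Input ratio of 2.66 (95% exact interval 2.11 to 3.37) and HIST1H2BD at 2.16 (1.91 to 2.45). DNA repair had 2 of 40 (XRCC1 at 2.63 and PALB2 at 2.09), glycolysis 3 of 18 (PFKL at 2.74, HK1 at 2.06 and PFKP at 2.02), nuclear genes of oxidative phosphorylation 3 of 34 (NDUFV1 at 2.54 and UQCRC1 at 2.26, besides SDHA at 2.02) and the secretory pathway 1 of 25 (SEC24C). The elongation factor gene EEF2 had a ratio of 2.14 (2.10 to 2.19).

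Among lineage genes, CDX2, the intestinal transcription factor, was the listed 1 of 22 colon epithelial genes at 3.39 (2.49 to 4.70), and TGFB1 the listed 1 of 21 mesenchymal and matrix genes at 2.68 (2.45 to 2.95). Cytoskeletal and adhesion genes had 9 of 37 members, with FLNA at 2.56 (2.45 to 2.68) and CELSR1 at 2.09 (1.74 to 2.54). The listed markers of other cell types had few reads, and the level of those outside the table is not known. Of 16 leukocyte markers, CSF1R had 1 Input and 11 IP reads and CD74 had 0 and 7, and of 14 fibroblast and endothelial markers VWF had 2 and 11. PHF8, the demethylase that the paper studies downstream of CDK5RAP2 S, had a ratio of 2.01 (1.72 to 2.35), BIN1 of 2.03 (1.83 to 2.26) and DCAF15, the receptor through which indisulam degrades RBM39, of 2.28 (1.43 to 3.77).

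The comparisons by gene class were chosen after the ratios were seen, and they cover listed genes only. By gene class, protein-coding genes with a ratio had a median of 2.34 (1575 genes, 259 reads at the median), lncRNAs of 2.79 over 102 genes with a ratio and a median of 68.5 reads, and pseudogenes of 3.06 over 70 genes with a ratio and a median of 38 reads. Among protein-coding genes the median was 2.78 for 123 single-exon genes with a ratio (279 reads at the median) and 2.31 for 1452 multi-exon genes with a ratio (258 reads). Across genes, log2 ratio had a rho of -0.33 (95% bootstrap interval -0.37 to -0.28) with exon number and of 0.05 (0.01 to 0.10) with GC content. Over the 1550 protein-coding genes these were -0.27 (-0.31 to -0.22) and 0.12 (0.07 to 0.18), and among genes with at least 400 reads -0.26 (-0.33 to -0.19) and 0.10 (0.02 to 0.19). At 1 RPKM or more in both libraries they were -0.31 (-0.35 to -0.26) and 0.09 (0.04 to 0.15). The sizes varied with the genes taken, the signs did not, and differences between these sets were not tested. Gene length, not separated from exon number, had a rho of -0.32 (-0.36 to -0.28) over 2124 genes. It was -0.17 (-0.22 to -0.13) over the protein-coding genes and -0.08 (-0.15 to 0.002) among genes with at least 400 reads.

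The skipped exons of Supplementary Table 1 are GC-rich, and a test written down before its value was computed asked whether they share this with their own genes. The median difference from the other internal exons of the same gene was 1.81 percentage points (95% bootstrap interval -0.72 to 6.47, 24 exons), with 15 exons above and 9 below (two-sided exact sign test, p = 0.307). The value of 1.81 lies inside the limit of 2 points that was set for sharing the GC content of the gene, but the interval also holds larger differences, so 24 exons do not settle it. After the value was seen, 2 stricter limits that also used the interval were tried, and under both the test would have been undecided. Exons of ASXL1, MARK2 and CDK5RAP2 had 20.0, 18.1 and 14.4 points more than their genes, and that of MTSS1L fell by 18.4 points against its gene.

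Primers printed in Supplementary Table 4 were matched to CDK5RAP2 transcripts. The pair L(S)-F1 and L(S)-R1 spans exon 32 and gives 762 bp with the exon and 525 bp without it. The primers printed as S-F and S-R both match in the sense direction across the junction of exons 31 and 32, at bases 4907 to 4927 and 4904 to 4924 of the transcript with exon 32, and neither has an exact match in the transcript without it. The primers printed as CDK5RAP2-F, L(S)-R2 and L-R had no exact match in either transcript, so errors in printing or in the copy used here are not excluded for this table. The printed sequences were not compared with any other source.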
